# Transcriptome analysis of mRNA and microRNAs in intramuscular fat tissues of castrated and intact male Chinese Qinchuan cattle

**DOI:** 10.1371/journal.pone.0185961

**Published:** 2017-10-26

**Authors:** Ying-Ying Zhang, Hong-Bao Wang, Ya-Ning Wang, Hong-Cheng Wang, Song Zhang, Jie-Yun Hong, Hong-Fang Guo, Dai Chen, Yang Yang, Lin-Sen Zan

## Abstract

Intramuscular fat (IMF) is known to enhance beef palatability and can be markedly increased by castration. However, there is little understanding of the molecular mechanism underlying the IMF deposition after castration of beef cattle. We hypothesize that genetic regulators function differently in IMF from bulls and steers. Therefore, after detecting serum testosterone and lipid parameter, as well as the contents of IMF at 6, 12, 18 and 24 months, we have investigated differentially expressed (DE) microRNAs (miRNAs) and mRNAs in IMF of bulls and steers at 24 months of age in Qinchuan cattle using next-generation sequencing, and then explored the possible biopathways regulating IMF deposition. Serum testosterone levels were significantly decreased in steers, whereas IMF content, serum total cholesterol (TC), low-density lipoprotein cholesterol (LDL-C) and triglycerides (TGs) were markedly increased in steers. Comparing the results of steers and bulls, 580 upregulated genes and 1,120 downregulated genes in IMF tissues were identified as DE genes correlated with IMF deposition. The upregulated genes were mainly associated with lipid metabolism, lipogenesis and fatty acid transportation signalling pathways, and the downregulated genes were correlated with immune response and intracellular signal transduction. Concurrently, the DE miRNAs—important players in adipose tissue accumulation induced by castration—were also examined in IMF tissues; 52 DE miRNAs were identified. The expression profiles of selected genes and miRNAs were also confirmed by quantitative real-time PCR (qRT-PCR) assays. Using integrated analysis, we constructed the microRNA-target regulatory network which was supported by target validation using the dual luciferase reporter system. Moreover, Ingenuity Pathway Analysis (IPA) software was used to construct a molecular interaction network that could be involved in regulating IMF after castration. The detected molecular network is closely associated with lipid metabolism and adipocyte differentiation, which is supported by functional identification results of *bta-let-7i* on bovine preadipocytes. These results provided valuable insights into the molecular mechanisms of the IMF phenotype differences between steers and bulls.

## Background

The amount of intramuscular fat (IMF) in a cross-section of muscle tissue is highly correlated with meat palatability, affecting the juiciness, tenderness and flavor. Beef with excellent marbling characteristic could increase the profits of beef producers [1,2]. In the beef industry, efforts to improve production efficiency and select the animals with high-lean growth rate have negatively influenced the deposition of IMF [1,2]. Enhancing intramuscular adipose deposition while maintaining stable levels of lipid deposition in other depots have become an important issue in beef industry. Therefore, it is essential to advance our understanding of the molecular mechanisms that affect IMF deposition so that genomic selection can be used to produce high-grade beef with consistent quality. Regardless of breed, age and diet, gender can contribute to remarkable variation in their IMF content [3,4]. Steers and bulls are good animal models for the comparative study of IMF differences. However, the mechanisms underlying differences in the deposition of IMF after castration are poorly understood.

Cai *et al*. [5] have found that castration aggravates hypercholesterolemia and hepatic steatosis in pigs fed a high-cholesterol diet; these effects can be reversed by testosterone replacement therapy. They identified 19,199 DE genes, although most were related to hepatic lipid metabolism and immune responses. In cattle, Bong *et al*. [6] showed that castration upregulated the lipogenic gene expression of *acetyl-CoA carboxylase* (*ACC*) and *fatty acid synthase* (*FASN*), whereas it downregulated the lipolytic gene expression of *adipose triglyceride lipase* (*ATGL*) and *monoglyceride lipase* (*MGL*) in the *longissimus dorsi* muscle (LM) of castrated Korean cattle. These results suggest that castration contributes to improved marbling through increased lipid uptake and lipogenesis, and decreased lipolysis [6]. Moreover, a comparison of transcriptomes through a customized bovine CombiMatrix oligonucleotide microarray analysis indicated that castration alters several pathways, including adipogenesis, fatty acid oxidation, tricarboxylic acid cycle, and oxidative phosphorylation pathways in the LM of Korean cattle, with *perilipin*-*2* (*PLIN2*), *visfatin*, *1-acylglycerol-3-phosphate-O-acyltransferase* (*AGPAT5*), and many fatty acid oxidation-related genes being upregulated in steers [7]. Furthermore, 1,416 DE genes identified in the subcutaneous fat of Qinchuan cattle between bulls and steers using next-generation sequencing were mainly found to be involved in the steroid hormone stimulus response and lipid response processes [8]. However, accurately identifying major candidate genes that affect IMF through transcriptome analysis of muscle or subcutaneous fat is difficult because of the heterogeneity of skeletal muscle composition and significant transcriptomic differences between subcutaneous fat and IMF [1, 9].

MicroRNAs (miRNAs) are small RNA molecules of 18–23 nucleotides in length that have a vital regulatory role in a post-transcriptional mechanism [10]; an association of miRNAs with meat quality and fat deposits induced by castration has been reported [11–13]. In cattle, the miRCURY^TM^ LNA array was employed to identify 13 DE miRNAs genes between stressed and control Angus cattle with different beef quality [11], implying the vital role of miRNAs on meat quality and beef tenderness. In pigs, 18 miRNAs identified by microarray analysis of the subcutaneous adipose tissue of intact male and castrated male pigs with different backfat thicknesses were primarily involved in the regulation of fatty acid metabolism [12]. Moreover, a high-throughput supported oligo-ligation detection sequencing approach was used to identify 366 unique miRNA genes between castrated and intact full-sib pairs of male pigs with different backfat thicknesses. These genes were involved in proliferation, apoptosis, differentiation, migration and adipose tissue development, suggesting an important role of miRNAs in fat deposition after castration [13]. However, to our knowledge, the relationship between bovine IMF and miRNA expression in steers has not previously been examined.

We hypothesize that testosterone deficiency induced by castration may directly regulated transcription of certain miRNAs, which results in a different IMF deposition phenotype. We therefore compared the expression of miRNAs and mRNAs between steers and bulls to identify IMF-deposition-related miRNAs after castration, and found potential mechanisms contributing to the IMF deposition differences between them. The purpose was to gain further insight into IMF deposition-related miRNAs in cattle, which should improve our understanding of IMF deposition after castration.

## Materials and methods

### Ethics statement

The cattle were born, raised and maintained at the National Beef Cattle Improvement Centre (Yangling, China) and slaughtered using mechanized slaughter line at Shaanxi Qinbao Animal Husbandry Development Co., Ltd. The muscle and fat samples were got from slaughter house. Blood samples were collected according to the guidelines established by the regulations for Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, 2004) and approved by the Institutional Animal Care and Use Committee (College of Animal and Science and Technology, Northwest A&F University, China). The bull’s castration was performed under local anesthetic. All animals were humanely treated to ameliorate suffering.

### Sample collection

Chinese Qinchuan cattle (n = 12) born within a 30-day period were randomly chosen and divided into 2 groups. The first group comprised 6 males and the second group other 6 males that had been surgically castrated under local anesthetic at 6 months. The cattle with similar genetic backgrounds, produced by one sire, were born, raised and maintained at the National Beef Cattle Improvement Centre (Yangling, China). The genetic resemblance among individuals permits us to better control the cause of variation between experimental clusters and individuals. All animals received the same diet until terminating. The animals were weaned at 3 months of age and fed a diet with a 3:7 concentrate-to-forage ratio until 6 months of age. Then, the 2 groups were fed concentrates consisting of 14% crude protein (CP) and 70% total digestible nutrients (TDN) until they reached 12 months of age, followed by 12% CP and 71% TDN until 18 months, and finally 10% CP and 72% TDN until 24 months. Fasting blood samples were collected prior to castration and semi-annually throughout the study. At 24 months, the animals were stunned with a captive bolt and slaughtered when they weighed 626.1 ± 26.4 kg (bull group) and 531.5 ± 19.8 kg (steer group) at Shaanxi Qinbao Animal Husbandry Development Co., Ltd. Due to the difficulty to separate IMF tissues from LM in Qinchuan cattle, the *sternomandibularis* muscle tissue of each animal was sampled as described by Duarte *et al*., and the IMF tissue was quickly dissected with sufficient care to avoid contaminating the muscle samples with other tissues [14]. All tissue samples were promptly frozen in liquid nitrogen and stored at -80°C for further analysis.

### IMF content, serum testosterone levels and serum lipid measurements

The IMF content was analyzed as previously described [15], and serum was separated from the blood samples also as previously described [5]. Testosterone was measured at 6, 12, 18, and 24 months using a commercial RIA kit (Tianjin Jiuding Medicine Biological Technology Co., Ltd. Tianjin, China). ApoAI and apoB were measured immunoturbidimetrically using commercial reagent kits (Shanghai Fosun Long March Medical Science Co., Ltd. Shanghai, China). High-density lipoprotein cholesterol (HDL-C) and low-density lipoprotein cholesterol (LDL-C) were measured by a direct method using a commercially available kit (Zhejiang Erkn Biological Technology Co., Ltd. Wenzhou, China). Total cholesterol (TC) and triglycerides (TGs) were analyzed using commercial enzymatic (COD-PAP) kits (Shanghai Kehua Biological Engineering Co., Ltd. Shanghai, China).

### Construction of mRNA and miRNA libraries and sequencing

Each sample was ground to powder in liquid nitrogen in a mortar and then was centrifuged in RNase-free tubes treated with TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, USA). Total RNA extraction from samples was performed according to the manufacturer’s standard instructions (Invitrogen) and then the RNA was prepared and purified using the NucleoSpin^®^ RNA clean up kit (MACHEREY-NAGEL, Germany).RNA concentration was assessed by an Agilent 2200 system (Agilent, USA). RNA quality was determined by formaldehyde denaturation electrophoresis and only those samples showing no degradation (ratios approaching 2:1 for the 28S and 18S bands) were used. All samples had a RNA integrity number (RIN) value of >7. To reduce variation among individuals within each of the 2 groups, total RNA from cattle of the same group was pooled in equal amounts to generate a mixed sample for mRNA library constructions [16,17]. Sequencing libraries were prepared using the Ion Total RNA-Seq Kit v2.0 (Life Technologies, Carlsbad, CA, USA). cDNA libraries were processed for the Proton sequencing process according to the commercially available protocols. Briefly, the cDNA samples were diluted to 2–3 nM with RNase-free water. Then the diluted samples were mixed, the mixture was processed on a OneTouch 2 instrument and enriched on a OneTouch 2 ES station for preparing the temple-positive Ion PI Ion Sphere Particles according to Ion PI Template OT2 200 Kit v2.0 (all from Life Technologies, Carlsbad, CA, USA). The enriched and mixed template-positive Ion PI Ion Sphere Particles of samples was loaded on to 1 P 1v2 Proton and sequenced on Proton Sequencers according to Ion PI Sequencing 200 Kit v2.0 (Life Technologies, Carlsbad, CA, USA).

Four miRNA libraries were constructed. After extracting total RNAs from IMF tissues of all 6 steers and 6 bulls, low molecular weight RNAs were separated on 15% polyacrylamide gels by electrophoresis and miRNA was purified with a miRNeasy Mini Kit (Qiagen, Valencia, CA, USA). A total of 4 small RNA libraries (n = 3 for each libraries) were constructed using an Illumina^®^ TruSeq^TM^ Small RNA Sample Preparation kit (Illumina, San Diego, CA) and sequenced on the HiSeq 2500 Platform (NovelBio Corp. Laboratory, Shanghai). RNA and miRNA sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database (GEO: GSE75063).

### Data analysis of mRNA expression

The sequencing quality was estimated using FastQC software (http://www.bioinformatics.bbsrc.ac.uk/projects/download.html#). Before read mapping, the Clean reads were retrieved from the Raw reads by removing the adaptor sequences, reads with >5% ambiguous bases (noted as N) and low-quality containing >20% bases with a quality of <13. The clean mRNA reads were aligned to the bovine genome (version: Bos 4.6.1) using the MapSplice program (v2.1.8) [18]. The EBseq algorithm was used to filter the DE genes between the steers and bulls groups based on the significant analysis and false discovery rate (FDR) analysis under the following criteria: (1) fold change (FC) >2 or < -2; (2) FDR <0.05 [19,20].

### Analysis of Gene category (GO), and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway

Gene category analysis was used to elucidate the biological implications of DE genes according to the NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and GO (http://www.geneontology.org/), which provides key functional classifications for genes [21]. Similarly, the significant pathways of the DE genes were computed with the KEGG database (http://www.genome.jp/kegg) by using pathway analysis [22,23]. Fisher’s exact test was usually used to filter the GO category and the significant pathways, and FDR was applied to correct the P-values [24,25]. Enrichment analysis was used to measure the significance of the function [26].The significant GO terms were identified by P<0.05 and FDR <0.05.

### miRNA profiling and prediction of novel miRNAs and mRNA targets

The raw small RNA reads were processed with FastQC (http://www.bioinformatics. bbsrc.ac.uk/projects/download.html#) for quality control using the following criteria: i) remove reads with >30% bases with quality <20; ii) remove reads with lengths <15 bp; and iii) remove adaptor sequences. The small RNA reads were aligned to Sanger miRBase (version 21.0) and the bovine genome by BWA software (http://bio-bwa.sourceforge.net/). The EBseq algorithm was also employed to filter the DE miRNAs based on FC and FDR thresholds [20]. The DE miRNAs were identified according to the following criteria: (1) |log2(FC)|>1; and (2) FDR<0.05. Novel miRNAs were predicted with the miRDeep program, and the secondary structures of inverted repeats were predicted using RNAfold (http://www.rnasoft.ca/download.html) [27]. After predicting the novel miRNAs, the remaining reads were subjected to Blast searches against rat, mouse and human miRNA databases (version 21.0). MiRanda tools (http://www.microrna.org/ microrna/getDownloads.do) were used to predict the potential targets of the DE miRNAs because this method can identify a significant number of experimentally determined non-canonical and non-conserved sites [28].

### Construction of miRNA target network and molecular interaction network

DE mRNAs and miRNAs were integrated to determine whether the expression levels of each miRNA and its target were negatively correlated by using a previously published methods [29]. The relationships between the miRNAs and the genes were counted based on their DE values according to the interactions between the miRNAs and the genes in the Sanger miRNAs database, thereby generating a miRNAs target network. The adjacency matrix of the miRNAs and genes A = [ai, j] was produced by attributing the relationships among the genes and the miRNAs, with ai, j representing the relationship between the weight of gene i and miRNAs j. In the microRNA-target network, a circle with different colors represents a gene or microRNA, and their relationship is represented by one edge. The center of the network is represented as degrees, which indicate the contribution of one miRNA to the surrounding genes or the contribution of one gene to the surrounding miRNAs.

Known DE bovine miRNAs were classified into family based on sequence similarity in the seed region, using TargetScan program (http://www.targetscan.org), and the family members intend to share the similar biological and medicine function [30–33]. The homologous miRNAs and their negatively correlated DE target genes were used for further analysis. The Ingenuity Pathway Analysis (IPA, Ingenuity® Systems—www.ingenuity.com) was used to construct a molecular interaction network. IPA is a highly convenient software application that can help biologists to classify the pathways, molecular networks and functions most relevant to genes of interest or experimental datasets [33–38].

### qRT-PCR analysis

qRT-PCR analyses were performed by using an Applied Biosystems 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Total RNA from IMF tissues was isolated using the TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, USA); cDNAs were synthesized using a TaKaRa^®^ PrimeScript^TM^ RT reagent kit with a gDNA Eraser; and qRT-PCR analyses were carried by using TaKaRa^®^ SYBR^®^ Premix Ex TaqII (Tli RNaseH Plus). mRNA primers were designed using Primer 5.0 software (Primer-E Ltd., Plymouth, UK). The first-strand cDNA of miRNAs was synthesized using the TIANGEN^®^ miRcute miRNA First-Strand cDNA Synthesis kit.

The design of miRNA primers and the expression of miRNAs were carried out using the TIANGEN^®^ miRcute miRNA qPCR Detection kit (SYBR Green). Measurements were performed in triplicate. For validating the RNA-seq data, the geometrical mean of *β-actin* and *Rps18* (for mRNA) or *Rps18 and U6* (for miRNA) were used as a control, whereas *β-actin* (for mRNA) or *Rps18* (for miRNA) were used as reference genes for detecting gene expression in cells. All the primers were available on request (S1 Table).

### Isolation of primary bovine pre-adipocytes, cell culture and transfection

Healthy calves (1 day of age) were used for Isolating primary bovine pre-adipocytes. Primary bovine pre-adipocyte isolation and bovine pre-adipocyte differentiation were done as previously described [39]. Cells were cultured on 12- or 6-well plates (Costar, Corning Inc, Corning, NY). Chemically synthetic *bta*-*let-7i* and *bta-miR-2305* mimics or inhibitor and the negative control (purchased from Ribobio, Guangzhou, China) were transfected into 293A or primary pre-adipocyte cells using a standard reverse transfection protocol at 50 nM. Briefly, X-tremeGene HP DNA Transfection Reagent (Roche, Mannheim, Germany) was diluted in Opti-MEM (Life Technologies, Carlsbad, CA, USA) and added to the miRNAs; the cells were seeded 30 min later. Each transfection was done in triplicate, and RNA and protein were extracted 6 d after inducing differentiation for subsequent experiments.

### Plasmid construction and luciferase reporter assays

Chemically synthetic candidate target sequences containing wild-type and mutant seed regions (purchased from the Hanbio Technology Co. Ltd, Shanghai, China) were cloned to psiCHECK-2 to construct wild-type and mutant reporter plasmids, respectively. The bta-miRNA mimics (500 ng) and negative control were co-transfected with 500 ng candidate target gene-containing wild-type and mutant psiCHECK-2 vectors into the 293A cells. Cells were collected 48 h later to assay luciferase activity.

### Oil Red O staining and triglyceride content

TG content in the adipocytes was determined using the Bovine TGs ELISA Kit (Jining, Jining Inc, Shanghai, China). For Oil Red O staining, the cells were washed with PBS, fixed in 4% polyformaldehyde for 30 min, and washed and stained with 60% Oil Red O solution (solvent: isopropanol, 0.5 g Oil Red powder/100 ml) for 30 min in the dark. Stained cells were washed in PBS before being examined.

### Immunostaining

Cell culture immunofluorescence was observed as described by Clark *et al*. [40]. Anti-perilipin A (1:1000) and donkey anti-rabbit IgG H&L (Alexa Fluor® 647) (1:2000) antibodies were used (both from Abcam Inc., Cambridge, MA, USA).

### Statistical analysis

All numerical data are expressed as the mean ± SEM. Statistical differences among groups were analyzed by one-way analysis of variance with a post-hoc test to determine group differences in the study parameters. All statistical analysis were performed with SPSS 16.0 software (SPSS, Chicago, IL, USA). Statistical differences between two groups were determined by the Student’s *t* test. P < 0.05 was considered statistically significant.

## Results

### IMF content, serum testosterone levels and serum lipids

The steer group had a significantly higher IMF content than the bulls group at 18 months post-castration (n = 6; P<0.01; Fig 1A), whereas the steers had significantly lower serum testosterone levels than the bulls at 6 (0.64 ± 0.01 vs. 6.19 ± 0.38 ng/mL), 12 (0.54 ± 0.01 vs. 11.20 ± 0.57 ng/mL) and 18 months (0.30 ± 0.01 vs. 25.03 ± 0.85 ng/mL) post-castration (P<0.01; Fig 1B). Testosterone deficiency caused by castration significantly decreased serum testosterone levels and significantly increased in the IMF contents, as anticipated.

**Fig 1:**
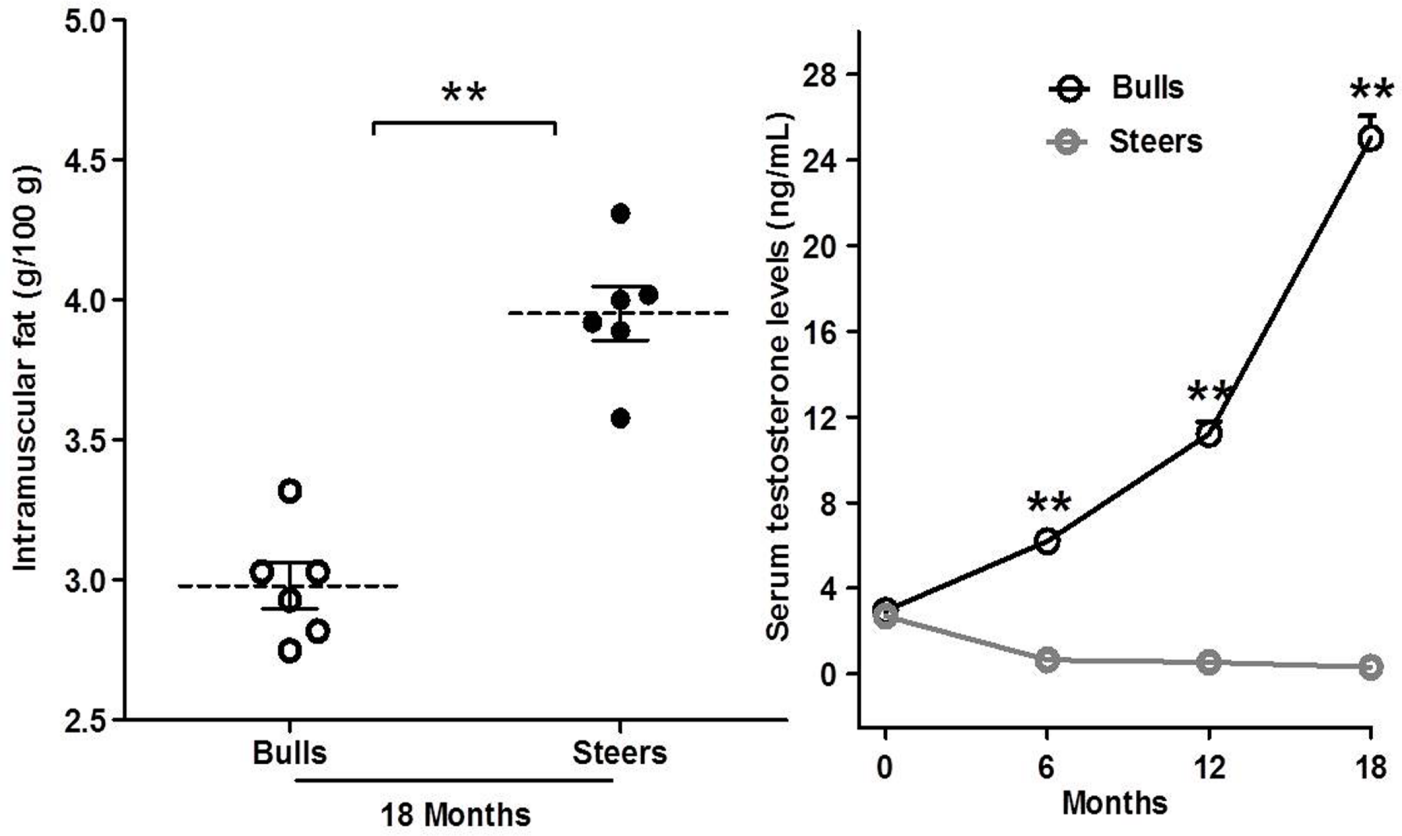
Effects of castration on intramuscular fat (IMF) and serum testosterone concentration. A: IMF content. B: Serum testosterone concentration. The data are expressed as the mean ± SEM, n = 6 per group. *P<0.05 and **P<0.01.

Serum lipids parameters are shown in Fig 2A, 2B, 2C, 2D, 2E and 2F. Steers had higher TC levels than bulls at 6, 12 and 18 months after castration (P<0.05; Fig 2A), and serum LDL-C and TGs levels followed a pattern similar in both groups (Fig 2B and 2C). However, testosterone deficiency after castration did not significantly influence serum HDL-C, apolipoprotein A (apoAI), and apolipoprotein B (apoB) levels (Fig 2D, 2E and 2F).

**Fig 2:**
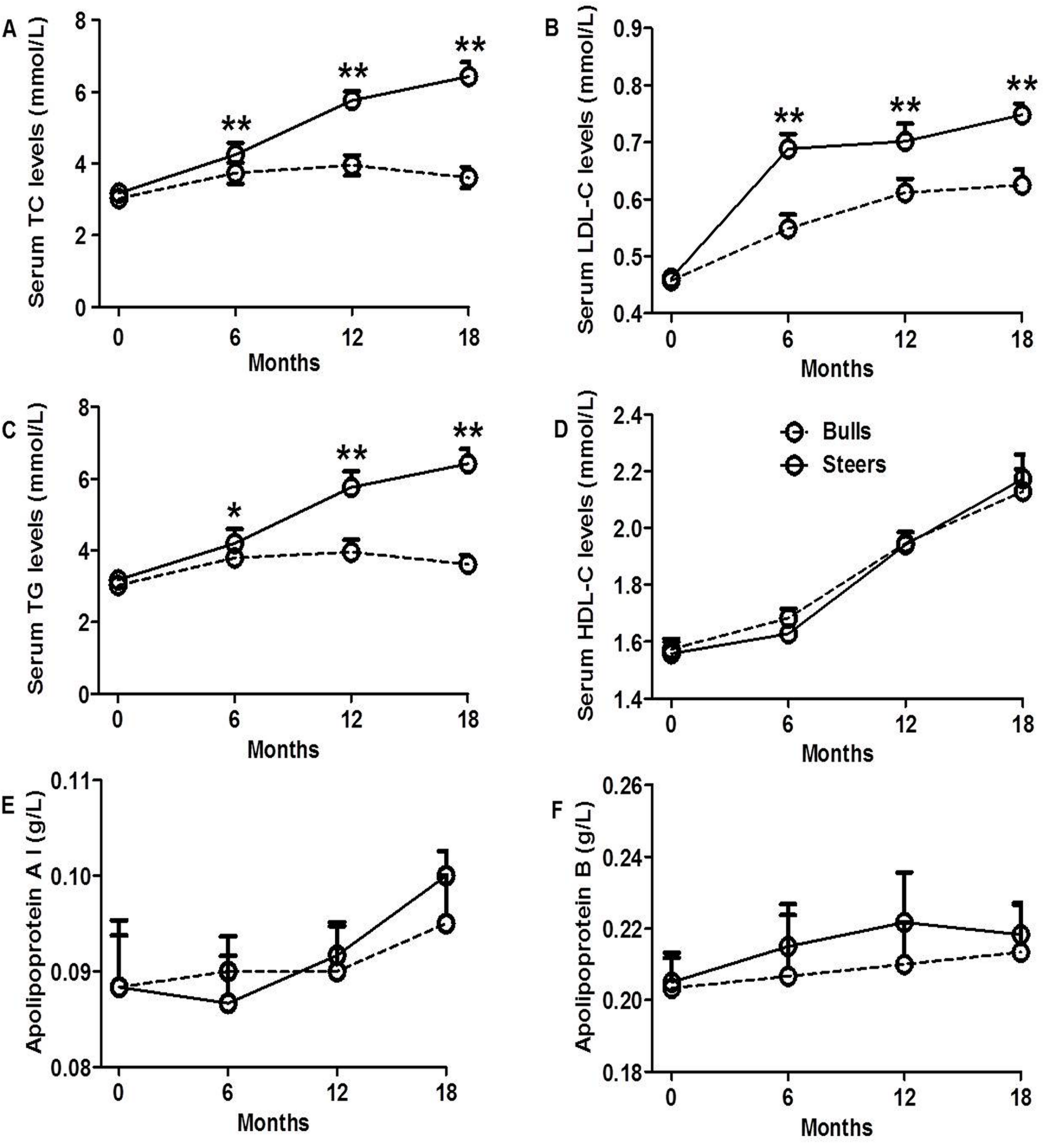
Effects of castration on serum lipids level. A: Serum total cholesterol (TC) levels. B: Low-density lipoprotein cholesterol (LDL-C) levels. C: High-density lipoprotein cholesterol (HDL-C) levels. D: Triglyceride (TGs) levels. E: Apolipoprotein A levels. F: Apolipoprotein B levels. The data are expressed as the mean ± SEM, n = 3 per group. *P<0.05 and **P<0.01.

### Differential expression of mRNAs in IMF from steers and bulls

Following mRNA sequencing, the raw sequence yielded ~2.5 and 2.1 gigabases (GB) of data for the steers and bulls libraries, respectively. 

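The mRNA counts came from 1 library per group, made from IMF RNA pooled over 6 steers and over 6 bulls. The animals were 24 months old, and the steers had been castrated at 6 months. The reads came from an Ion Proton sequencer, and the authors aligned them to the bovine genome with MapSplice after removing adaptors and low-quality reads. The deposited values are raw counts per gene, which sum to 12677375 in steers and 9868415 in bulls. The paper's uniquely mapped reads for these libraries (Table S2) are 14469437 and 11830362. The 10 genes with the most counts took 18.8% of the counts in steers and 13.0% in bulls. For the values given here, the libraries were scaled with median-of-ratios size factors of 1.04 for steers and 0.959 for bulls. Each gene's pair of counts was compared with an exact binomial test (two-sided) and Benjamini-Hochberg adjustment over the 17752 genes with a count in either library. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. With 1 pooled library per group there was no spread between replicates, so the test compared these 2 libraries and not the conditions. The 95% Clopper-Pearson intervals given with the fold changes cover counting error only. In simulated counts of these depths with counting error alone, the test called 199 of 200 genes changed 4-fold and 0 unchanged genes. The changed genes were drawn above a minimum mean count, so scarce genes were not tried. With no gene changed, the test called 61, 449 and 3295 genes at biological coefficients of variation of 0.1, 0.2 and 0.4 between the simulated pools.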

Approximately 84% of the total raw reads were uniquely mapped to bovine genome sequences in the steers and bulls samples (S2 Table). The mapped reads in the both groups were consistently distributed on the chromosomes (Fig 3A). Among the uniquely mapped reads, >62% were aligned to coding sequence (CDS) regions, 2.8% to intron regions, 15% to untranslated region (UTR) regions, 10% to intergenic regions, and 1% to a transcriptional start site (TSS) or transcription end site (TES) (Fig 3B). 

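Reads were counted in both libraries on 15587 genes, in steers alone on 1206 genes and in bulls alone on 959 genes. No read was counted on 7692 genes of the table. Of the table's gene identifiers, 17015 are gene symbols in a RefSeq table of cattle genes and 1037 are older symbols there.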

After annotation, 25,444 transcripts were annotated with known functions. Among them, expression of 580 genes was upregulated and 1,120 genes downregulated (|log2 (FC)|>1and FDR <0.05) in steers IMF compared with bulls IMF (S3 Table). 

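Between the 2 pooled libraries, 776 genes were called upregulated and 1444 were called downregulated in steers, so that 35.0% of the calls were upregulated. Of the genes that the paper's Table S3 lists, 579 of 580 upregulated and 1112 of 1119 downregulated genes were called here in the same direction. The counts of calls moved most when an edgeR exact test assumed a biological coefficient of variation of 0.4 between pools, which left 52 upregulated and 93 downregulated genes. Scaling by total counts placed the median log2 fold change of all genes at -0.24 and gave 539 upregulated and 2006 downregulated genes, or 21.2% upregulated. Genes named in the paper's text, Fig. 3C or Table S12 were left out of the ranking by size. Among the others with at least 10 counts in each library, the 5 largest rises were those of LOC618550, ADAMTS16, ACSS2, CTHRC1 and XPNPEP2. ADAMTS16 had 2167 counts in steers and 117 in bulls, a log2 fold change of 4.09 (95% interval 3.82 to 4.37). ACSS2, which the paper's table places on chromosome 13 of its genome build (64755113 to 64802377), rose by 4.03 (interval 3.91 to 4.15) from 567 to 10084 counts. The 5 largest falls were those of IGLL1, HLA-DOA, LOC100300510, LYZ and GIMAP4. IGLL1 had 12 counts in steers and 4174 in bulls, a log2 fold change of -8.56 (interval -9.52 to -7.76). LYZ had 22 and 421 counts and a log2 fold change of -4.38 (interval -5.07 to -3.76).

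**Figure D1:**
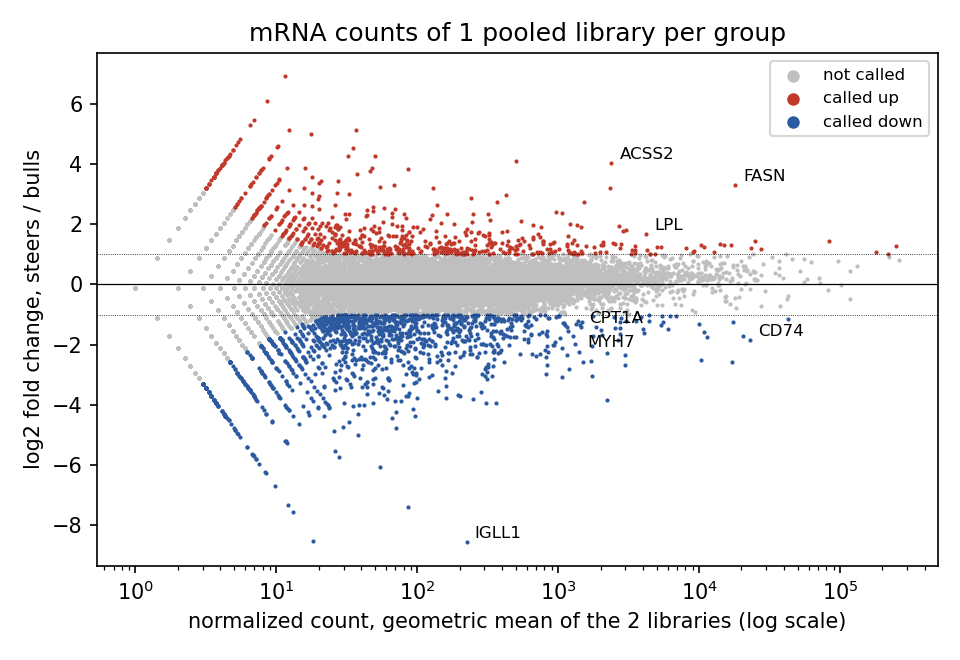
Log2 fold change (steers over bulls) of each gene with a count against the geometric mean of its normalized counts in the 2 pooled mRNA libraries, on a log axis. Red points are the 776 genes called upregulated and blue points the 1444 called downregulated, dotted lines mark a log2 fold change of 1 in size, and the straight rows of points at the left are genes with few counts.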

Expression of some DE genes was confirmed by qRT-PCR (Fig 3C). 

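In the pooled RNA-seq libraries, the genes tested by qRT-PCR in Fig. 3C were all called by the exact binomial test, 5 of them up and 3 down. FASN lies on chromosome 19 of the paper's genome build (51763830 to 51782535 in Table S3) and had the highest count of the 8, 58834 in steers and 5496 in bulls. Its log2 fold change was 3.30, with a counting interval of 3.26 to 3.34. DGAT2 had 23283 and 8528 counts and rose by 1.33 on the log2 scale (1.29 to 1.36). AGPAT2 rose by 1.34 (1.26 to 1.43) and LPL by 1.67 (1.60 to 1.74), from 1526 to 4207 and from 2253 to 7811 counts. CREB3L1 had 2240 counts in steers and 827 in bulls, a log2 fold change of 1.32 (1.20 to 1.43). For CPT1A the counts were 930 and 2279 and the log2 fold change was -1.42 (-1.53 to -1.30). MAP3K1, on chromosome 20 from 23923648 to 24000916 in the same table, had 135 and 311 counts and a log2 fold change of -1.33 (-1.63 to -1.03). PRKACB had the fewest counts, 65 in steers and 128 in bulls, and its log2 fold change was -1.10 with an interval of -1.55 to -0.66. The adjusted p of PRKACB in the exact binomial test was 2.3e-06, the largest of the 8.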

We found that the expression of *mitogen-activated protein kinase kinase kinase 1* (*MAP3K1*), *carnitine palmitoyltransferase 1A* (*CPT1A*) and *protein kinase cAMP-dependent catalytic beta* (*PRKACB*) was downregulated in steers; in contrast, *lipoprotein lipase* (*LPL*), *FASN*, *diacylglycerol O-acyltransferase 2* (*DGAT2*), *1-acyl-sn-glycerol-3-phosphate acyltransferase* (*AGPAT2*) and *Cyclic AMP-responsive element-binding protein 3-like protein 1* (*CREB3L1*) were significantly upregulated in steers. qRT-PCR analysis largely confirmed the RNA-seq data.

**Fig 3:**
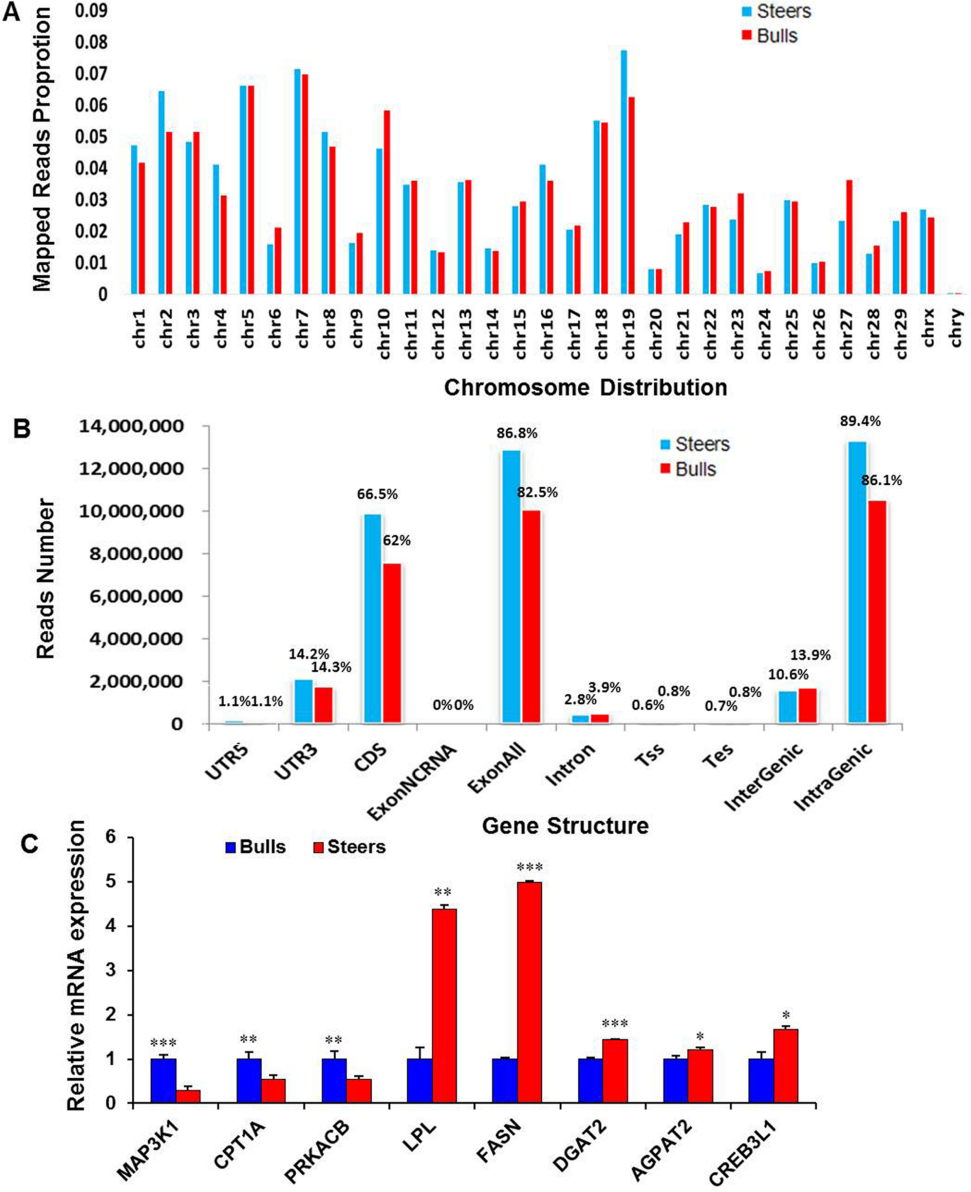
Characterization of the RNA-seq mapped reads in the intramuscular fat (IMF) tissue from steers and bulls. A: Read distributions of each chromosome. B: Regional distribution of the mapped reads. Approximately 66.5% (steers) and 62% (bulls) of the reads mapped to coding sequence (CDS) regions. C: qRT-PCR verification of selected genes expression in steers and bulls. The relative expression levels of these genes were normalized to *β-actin* and *Rps18*. * P<0.05, **P<0.01, ***P<0.001, independent samples t-test. n = 3 replicates per group. Error bars represent the mean ± SEM.

To annotate the 1,700 DE genes related to IMF regulation, the GO and KEGG pathways were analyzed for the upregulated and downregulated DE genes, respectively. Upregulated genes were mainly related to extracellular matrix organization, triglyceride biosynthetic process, small molecule metabolic process, cholesterol biosynthesis, lipid metabolism, and fatty acid biosynthesis. 

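For matrix genes, a list written from general knowledge, after the paper's tables and figures had been read, was used. It holds 14 genes of fibroblasts and extracellular matrix, among them COL1A1, COL3A1 and SPARC. These genes took 14.9% of the counts in steers and 9.11% in bulls. Their median log2 fold change was 0.94, at percentile 100 of 10000 random lists matched on expression, and 5 of the 14 genes were called upregulated. COL3A1 rose by 1.27, COL6A1 by 1.44 and SPARC by 1.08 on the log2 scale, and COL1A1, at 1.00, lay at the threshold. DCN was at 0.04 and PDGFRA at -0.48. With total counts the median of the matrix genes was 0.70. For cholesterol biosynthesis, 19 genes of a list of 20 were in the table, of which 18 had a log2 fold change above 0 and 7 were called upregulated, INSIG1 with the largest rise at 2.97 (interval 2.72 to 3.23). Their median was 0.85, also at percentile 100, and 0.61 with total counts. HSD17B7, the gene below 0, was at -0.43. This list was written after counts of other genes had been seen, and INSIG1 in it is among the genes the study picked from these libraries.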

The GO terms of the downregulated genes included immune response, intracellular signal transduction and cell adhesion (Fig 4A, S4 and S5 Tables). 

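The myeloid list was written from general knowledge, after the paper's tables and figures had been read. Of its 13 genes with a count, 10 were called downregulated in steers and 0 upregulated. All 13 had a log2 fold change below 0. The median was -1.70, at percentile 0 of the matched random lists, and 3 genes of the full list are named in Table S12. CD74 was the most abundant of them, with 12658 counts in steers and 41520 in bulls and a log2 fold change of -1.84 (interval -1.86 to -1.81). The log2 fold change was -2.34 for CD14, -2.11 for C1QC and -0.64 for CD163. The genes of a B lymphocyte list were scarce in both pools, with 38 counts in steers and 195 in bulls over 9 genes. The median of the B lymphocyte list was -1.80, at percentile 0.38, and it moved to -1.03 when a prior of 5 counts replaced one of 0.5. Only CD72, CD22 and FCER2 of that list were called. For comparison, 11 endothelial genes had a median of -0.19, at percentile 4.94, and 0 of them were called in either direction by the exact binomial test.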

Pathway analysis showed that the upregulated genes were associated with metabolic pathways, glycerolipid metabolism, fatty acid metabolism, glycerolipid and glycerophospholipid metabolism, fatty acid biosynthesis and peroxisome proliferator-activated receptor (PPAR) signaling pathway, and that decreased gene expression was related to hematopoietic cell lineage, T cell receptor signaling pathway, cell adhesion molecules (CAMs) and some hormone signaling pathways (Fig 4B, S6 and S7 Tables). 

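A list of 14 T lymphocyte genes was written from general knowledge, after the paper's tables and figures had been read. All 14 were called downregulated in steers. They had 154 counts in steers and 1203 in bulls, and their median log2 fold change was -3.12, at percentile 0 of the matched random lists. CD3E had 35 and 253 counts, a log2 fold change of -2.98 (interval -3.53 to -2.46). CD2 and CD4 of this list are also named in Table S12. The median was -2.74 with a prior of 5 counts. For the PPAR signaling pathway, PPARG rose by 0.32 (0.06 to 0.59), from 205 to 279 counts, and was not called. Transcripts of mature adipocytes were abundant in both pools, and PLIN1 changed by -0.38 (-0.44 to -0.32) and ADIPOQ by -0.68 (-0.74 to -0.63), neither of them called. FABP4 was called downregulated, with 3951 counts in steers, 7574 in bulls and a log2 fold change of -1.06 (-1.12 to -1.01). A list of 19 adipocyte genes had a median of 0.24, at percentile 82.0, and 0.00 with total counts, and 6 of its genes were called upregulated. Of the 20 genes of the full list, 5 are named by the study, LPL, DGAT2 and GPD1 among them.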

From these results, we conclude in general that IMF tissues significantly increased lipid biosynthesis in response to castration, including activation of triglycerides, and cholesterol and fatty acid biosynthesis. 

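All 6 genes that the paper names for fatty acid synthesis were called upregulated, as were all 5 for fatty acid transportation and all 5 for triglyceride synthesis. The median log2 fold change was 1.85 for fatty acid synthesis, 1.67 for fatty acid transportation and 1.42 for triglyceride synthesis. The corresponding percentiles among the matched random lists were 100, 99.99 and 100, although the study picked these genes from the same libraries. With total counts, fatty acid synthesis had a median of 1.61 and triglyceride synthesis one of 1.18. The genes of fatty acid synthesis took 0.533% of the counts in steers and 0.0831% in bulls, those of triglyceride synthesis 0.260% and 0.121%. From the terms enriched among the upregulated genes, the paper concludes that IMF tissue of castrated animals raised its synthesis of lipids, with triglyceride, cholesterol and fatty acid synthesis activated.

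**Figure D2:**
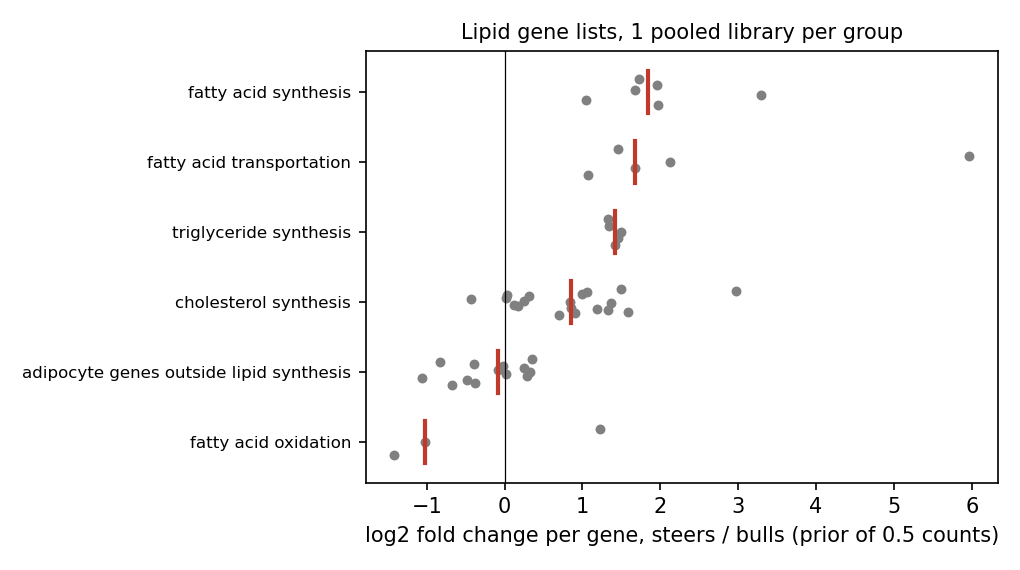
Log2 fold change (steers over bulls, with a prior of 0.5 counts) of each gene in 6 lists of lipid genes, with a red bar at the median of the list. The bars of fatty acid synthesis, fatty acid transportation and triglyceride synthesis lie at 1.85, 1.67 and 1.42. That of adipocyte genes outside lipid synthesis, a list without the 6 adipocyte genes called upregulated, lies at -0.08. That of fatty acid oxidation, a list of 3 genes with ECHS1 above 0, lies at -1.02.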

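CCL5, a chemokine gene, had 4 counts in the pooled library of steers and 170 in that of bulls, a log2 fold change of -5.53 (interval -7.42 to -4.15). CXCL10 had 0 counts in steers and 177 in bulls, so that it was at least 64.2-fold lower in steers against a floor of 3 counts in the library. The log2 fold changes of the transcription factor genes SPI1 and IRF8 were -1.85 (-2.13 to -1.58) and -1.87 (-2.30 to -1.45). FOSB had 477 and 1754 counts and a log2 fold change of -2.00 (-2.15 to -1.85).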

Concurrently, cellular activity related to immune response and signal transduction in IMF tissues was inhibited by castration. This is consistent with the characteristics of steers, which have higher IMF contents and serum lipids levels, as well as lower serum testosterone levels (Figs 1 and 2).

**Fig 4:**
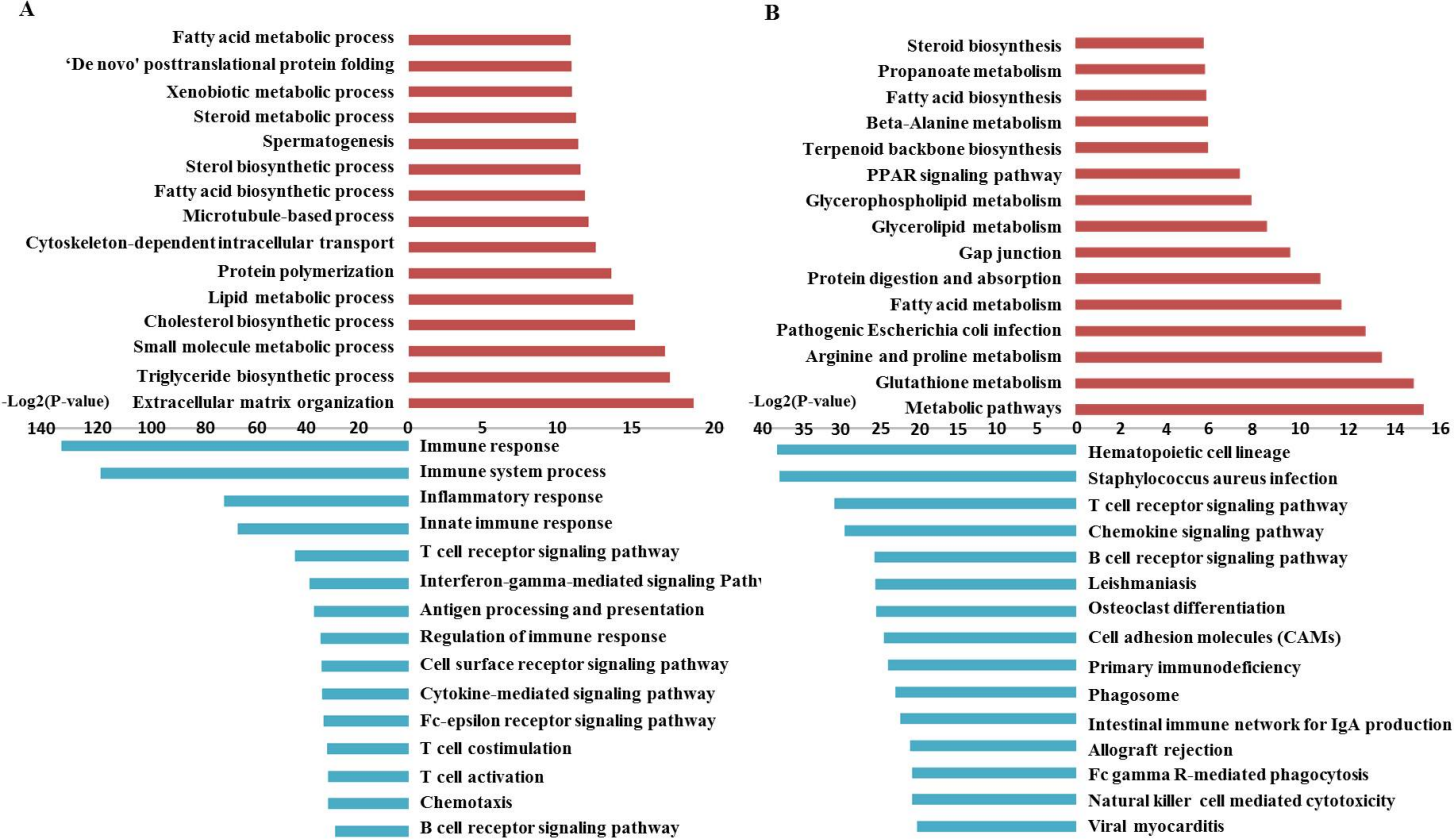
Gene ontology (GO) and pathway analysis of differentially expressed (DE) genes. A: GO analysis of DE genes between steers and bulls; B: Pathway analysis was conducted for DE genes between steers and bulls. The red color shows the upregulated DE genes and blue the downregulated DE genes.

### Analysis of miRNAs expression patterns in IMF from steers and bulls

In total, miRNA-seq yielded a total of 10,782,869–13,832,768 clean reads size from 12–29 nt for all 4 samples (S8 Table). 

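The miRNA data hold raw counts of mature sequences in 4 small RNA libraries, 2 of steers and 2 of bulls, each made from RNA pooled over 3 animals according to the paper. The authors trimmed the Illumina HiSeq reads, aligned them with BWA to miRBase and the bovine genome, predicted further miRNAs with miRDeep and searched the remaining reads against human, mouse and rat miRNAs. The counts sum to 10452582 and 8859844 in the steers libraries and to 7784227 and 6556511 in those of bulls. Of the 8800 sequences, 793 are known bovine miRNAs, 5276 are predicted and 2731 are homologs in the other species. Here the libraries were scaled with TMM, and the 1073 sequences that passed edgeR's filterByExpr were compared in a single fit with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. They comprise 396 known bovine, 571 predicted and 106 homologous sequences. The TMM factors were 0.746 and 0.968 for steers and 0.972 and 1.42 for bulls, so replicates of a group differed in composition. The miRNAs miR-143 and miR-10b alone took 45.8% and 33.8% of the counts in steers and 25.8% and 19.3% in bulls. The common biological coefficient of variation was 0.339. In simulated counts of 2 libraries per group, the test called 155 of 196 sequences changed 4-fold and 1 unchanged sequence. With no simulated change, edgeR, DESeq2 and limma-voom each called 0.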

By aligning the clean reads against the bovine genome sequences (Btau4.6.1), ~86% in each library were matched to the bovine genome. Size distribution of the clean reads was shown in Fig 5A. The number of 21–22 nt sequences was significantly greater than the number of shorter or longer sequences, consistent with the features of mature miRNAs.

**Fig 5:**
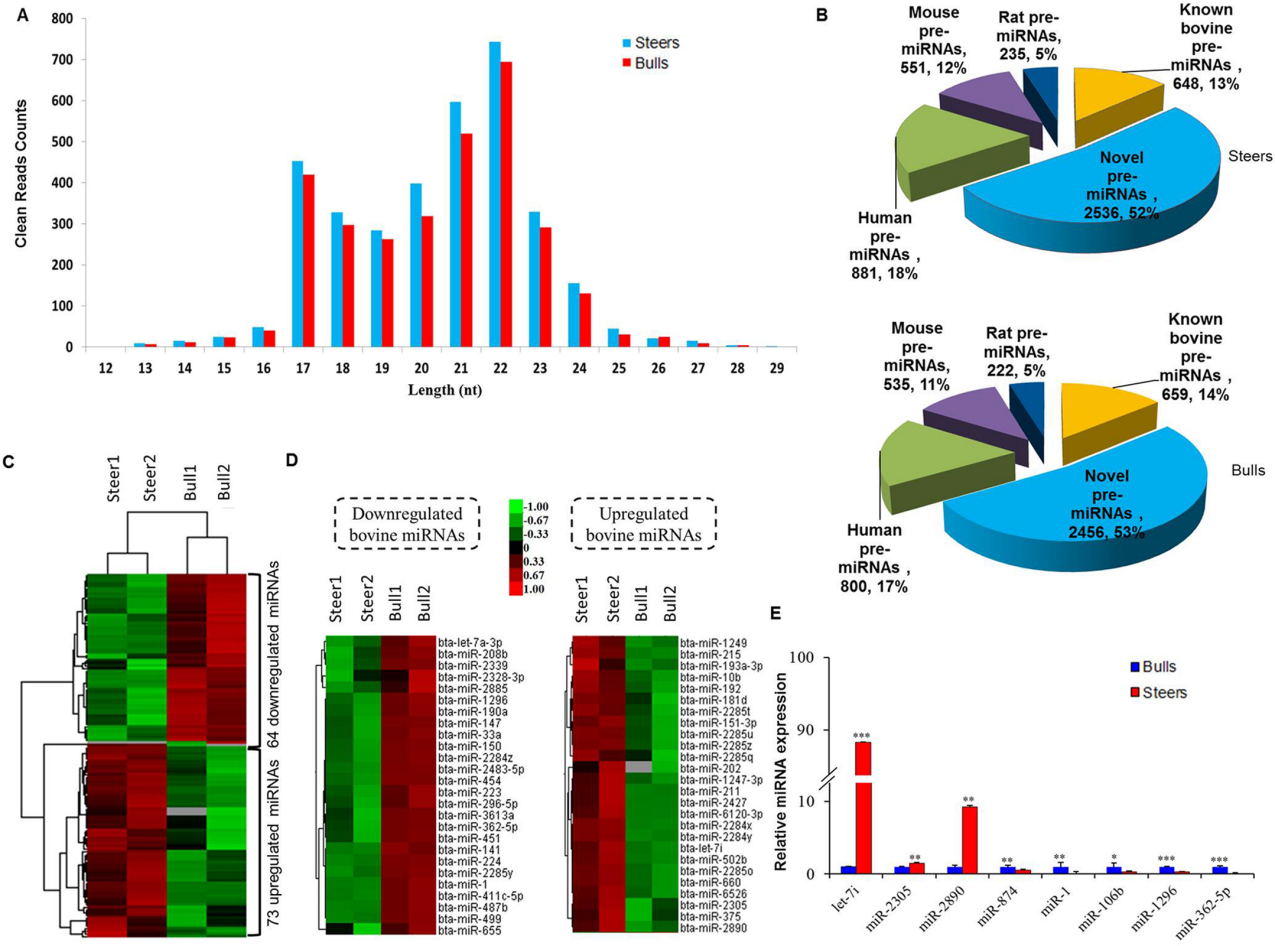
Differential miRNAs expression between steers and bulls. A: Length distribution of the clean reads. Most of the reads had a length of 21–22 nt. B: Number and percentage of identified miRNAs. A total of 5,530 unique miRNAs were identified. C: The Global miRNA expression profile of the IMF tissue from steers and bulls was analyzed by RNA-seq analysis. The heat map shows the differentially expressed (DE) miRNA patterns (|log2 (FC)|>1and FDR <0.05). D: Upregulated (left) and downregulated (right) bovine miRNAs in the IMF tissue between steers and bulls are shown as a heat map; a total of 52 DE bovine known miRNAs have been identified. E: qRT-PCR verification of selected miRNAs expression in (C). Relative expression of these miRNAs was normalized to *β-actin* and *U6*. * P<0.05, **P<0.01, ***P<0.001, independent samples t-test. n = 3 replicates per group. Error bars represent the mean ± SEM.

A read was assigned to a miRNA by blasting against the non-miRNA databases. A total of 5,530 unique miRNAs, comprising 2,907 known pre-miRNAs and 2,623 novel pre-miRNAs, were identified. 

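For each group, a known bovine precursor was taken as detected with at least 1 count of any of its mature sequences in either library. By this measure 695 precursors were detected in steers or bulls and 612 in both. With at least 10 counts in a group's libraries together, 374 were detected in both groups.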

A total of 612 bovine pre-miRNAs overlapped between the steers and bulls groups. Another 648 and 659 known bovine pre-miRNAs genes were identified in the steers and bulls libraries (S9 Table). 

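Counting from the deposited table gave 648 known bovine precursors in steers and 659 in bulls. At least 10 counts in the group were reached by 402 precursors in steers and 408 in bulls. A count in both libraries of the group was found for 541 and 547 precursors. The libraries of bulls held fewer counts than those of steers, and detection was not adjusted for depth.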

From the dataset, 2,536 and 2,456 novel bovine pre-miRNAs were predicted to be included in the steers and bulls libraries, respectively (S10 Table), and among the remaining reads that did not successfully predict novel miRNAs, 1,667 and 1,557 pre-miRNAs in the bulls and steers libraries, respectively, were homologous to human, rat and mouse genomes. 

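Of the predicted precursors, 2536 had a count in steers, 2456 in bulls and 2369 in both groups, and 2638 had one in either group. Homologs are listed as mature sequences of the other species. In steers 1951 of these sequences had a count and in bulls 1782, with 1002 in both. The human sequences accounted for 1022 of those in steers and 902 of those in bulls.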

The number and percentage of identified miRNAs are shown in Fig 5B.

MiRNAs are a kind of non-coding RNA implicated in the development of adipose tissue after castration [10–13]. Therefore, miRNAs might be important in generating high IMF deposition through modulating the expression of targeting genes. Given that the transcriptional levels of thousands of genes were altered between steers and bulls IMF tissues, changes in the expression of a proportion of genes should be elicited by DE miRNAs, which were detected by miRNAs expression profiling. 

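Over all sequences tested with edgeR's quasi-likelihood test, 76 were called upregulated and 76 downregulated in steers at an adjusted p under 0.05 and an absolute log2 fold change over 1. Predicted sequences accounted for 50 of the upregulated and 36 of the downregulated, homologs for 6 and 10. The counts of calls moved most when the libraries were scaled by total counts without TMM factors. With that scaling edgeR called 1 sequence upregulated and 0 downregulated, although 298 sequences had an unadjusted p under 0.05 compared with 293 with TMM. The common biological coefficient of variation was 0.414 in that fit, but the standard errors of single miRNAs moved in both directions. DESeq2 called 71 up and 54 down, and limma-voom 58 and 54. With upper-quartile scaling the calls were 101 up and 52 down, or 66.0% upregulated instead of 50%. Without the second library of steers, 20 were called upregulated and 6 downregulated. In that fit the lone library of steers is assumed to vary like those of bulls. Of the 86 predicted sequences called, 85 are in the part of Table S10 that could be read, where they have 75 distinct sequences.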

Among the detected miRNAs, 137 DE genes comprising 52 bovine known genes, 72 predicted novel genes and 13 homologs genes in the human, mouse and rat databases were identified in bulls and steers cattle (|log2FC| ≥1, FDR <0.05). Compared with bulls, 26 known bovine miRNAs were upregulated and 26 bovine known miRNAs were decreased (|log2FC| ≥1, FDR <0.05) in steers (Fig 5C and 5D).

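Among the known bovine miRNAs tested, 20 were called upregulated and 30 downregulated, and 105 had an unadjusted p under 0.05. The calls included 14 of the 26 miRNAs that Fig. 5D shows as upregulated and 15 of the 26 that it shows as downregulated. A further 22 miRNAs of Fig. 5D were tested and not called, with adjusted p from 0.0516 to 0.185 in edgeR's test, and all 22 had an absolute log2 fold change over 1 in the direction of the figure. MiR-202 did not pass the filter, with 9 and 26 counts in steers and 0 and 2 in bulls. With total counts in place of TMM, 0 known bovine miRNAs were called by edgeR, where 152 had an unadjusted p under 0.05. DESeq2 called 22 up and 23 down, and limma-voom 14 and 24. With upper-quartile scaling 28 were up and 21 down, so the upregulated share was 57.1% instead of 40%. Without the first library of steers 9 were up and 9 down, and without the second 3 and 2. Without the first library of bulls the calls were 42 up and 9 down, and without the second 8 and 37. The largest rise was that of miR-6526, with 29 and 86 counts in steers, 3 and 1 in bulls and a log2 fold change of 4.76 (SE 0.73, adjusted p = 1.6e-08 from edgeR). The largest fall among miRNAs outside the paper's text, Figs. 5D and 5E and Table 1 was that of miR-2355-5p at -4.86 (SE 1.00, adjusted p = 6.7e-05 from edgeR). This miRNA had 1 and 0 counts in steers and 18 and 19 in bulls. Of the 50 calls, 8 were in sets of known miRNAs whose sequences overlap on either strand, which left 47 distinct sets or single miRNAs.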

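The 8 miRNAs that the paper tested by qRT-PCR had the following values in the miRNA-seq libraries, as TMM-normalized CPM from edgeR. Let-7i was at 61197 ± 5662 CPM (SD, n = 2) in steers and 29509 ± 7456 in bulls, a log2 fold change of 1.05 (SE 0.43) with an adjusted p of 0.0808 in edgeR's test, so it was not called. Some other settings called it, DESeq2 among them, as did 1 of the 4 fits that left out a library, the one without the first library of bulls. MiR-2890 was at 312 ± 232 CPM in steers and 13.5 ± 1.69 in bulls, with a log2 fold change of 4.53 (SE 0.56). The second library of steers, at 476 CPM against 148 in the first, carried much of this rise, and without it the log2 fold change was 3.50. MiR-2305 had 40 and 90 counts in steers and 5 and 10 in bulls and a log2 fold change of 3.14 (SE 0.61). Both miR-2890 and miR-2305 were called with each library left out in turn. MiR-1 at -1.42 (SE 0.48), miR-874 at -1.56 (SE 0.51) and miR-106b at -1.45 (SE 0.47) were called, but each of them in only 1 of the 4 fits that left out a library. MiR-1296 at -1.06 (SE 0.52, adjusted p = 0.165 from edgeR) was not called, nor was miR-362-5p at -1.43 (SE 0.54, adjusted p = 0.0521 from edgeR). In each of the 8, both libraries of steers lay on the same side of both libraries of bulls, which holds by chance for 1 in 3 such sets.

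**Figure D3:**
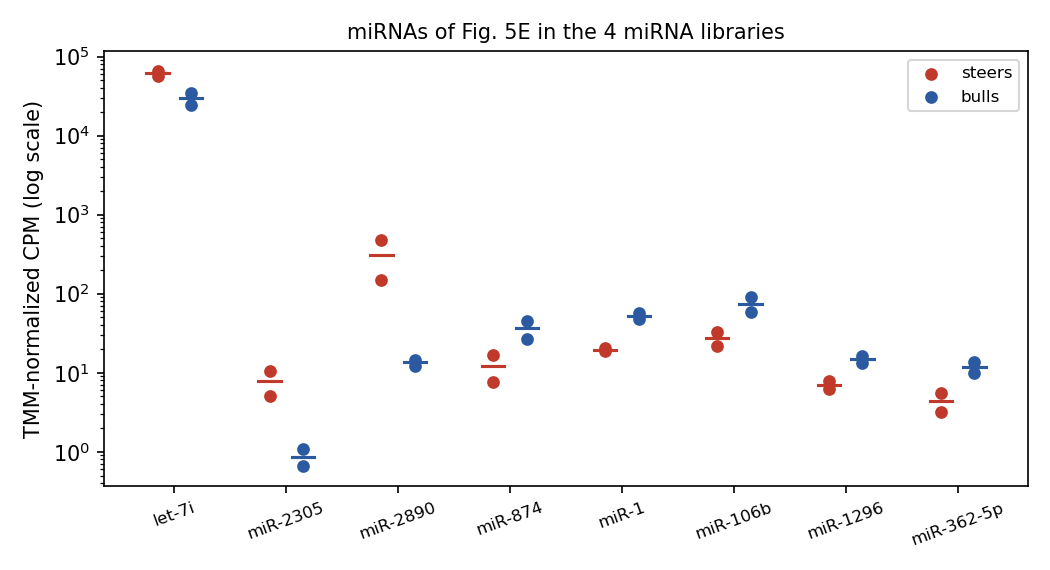
TMM-normalized CPM of the 8 miRNAs in each of the 4 small RNA libraries, on a log axis, with a bar at the mean of each group. The points of miR-2890 in steers, at 148 and 476, are further apart than those of let-7i.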

Regarding qRT-PCR used validate relative gene expression of the 8 selected miRNAs, we showed in Fig 5E that *miR-let-7i*, *miR-2305* and *miR-2890* were upregulated and the expression of *miR-874*, *miR-1*, *miR-106b*, *miR-1296* and *miR-362-5p* decreased in steers. The tendency for changes in expression was consistent between microRNA-seq and qRT-PCR results. These DE miRNAs might be associated with the development of IMF tissues in steers.

### Target predictions of DE miRNAs and integrative analysis

To predict the target genes of the DE bovine miRNAs, they were computational analysed with the Miranda program (www.miranda.org.uk). Through the research strategy described in Fig 6, integrative analysis of mRNA and microRNA profiles was used. A total of 7,418 putative targets of 137 DE pre-miRNAs are shown by applying the criteria of a free binding energy of ≤20 and a score of ≥150 (Energy ≤-20, Score ≥150). Moreover, if any of DE miRNAs and DE mRNAs were negatively correlated, we considered that it was highly probable that the gene identified was a true target of the miRNA being analyzed. 

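The deposited data hold 1 mRNA library and 2 miRNA libraries per group. A correlation between a miRNA and a gene across samples could therefore not be computed, and opposite directions of change are compared instead. The paper's targets were chosen as negatively correlated with their miRNA in these same libraries. Their opposite direction here was thus set by that choice and is no separate evidence. For let-7i, which was higher in the miRNA libraries of steers but was not called, the paper's target HBEGF had 28 counts in the steers pool and 75 in that of bulls, a log2 fold change of -1.54 (counting interval -2.22 to -0.90). For miR-2305, the targets PAK1 and RAC2 had log2 fold changes of -1.03 and -2.19. PAK1 had 93 and 174 counts, and RAC2 had 192 and 804, with an interval of -2.42 to -1.96. The paper reasons that a gene whose expression is negatively correlated with that of a miRNA is very probably a true target of it.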

In total, 951 DE miRNA-mRNA pairs including 103 DE miRNAs and 535 DE mRNAs were negatively correlated (Energy ≤-20, Score ≥150) (S11 Table). For most miRNAs, multiple targets were identified, but some of the miRNAs only targeted only one target gene. Furthermore, a single gene was potentially targeted by several miRNAs. To illustrate these findings more clearly, functional network of the known bovine miRNAs-targets pairs were constructed using cytoscape v2.8.2 (Fig 7A and 7B).

**Fig 6:**
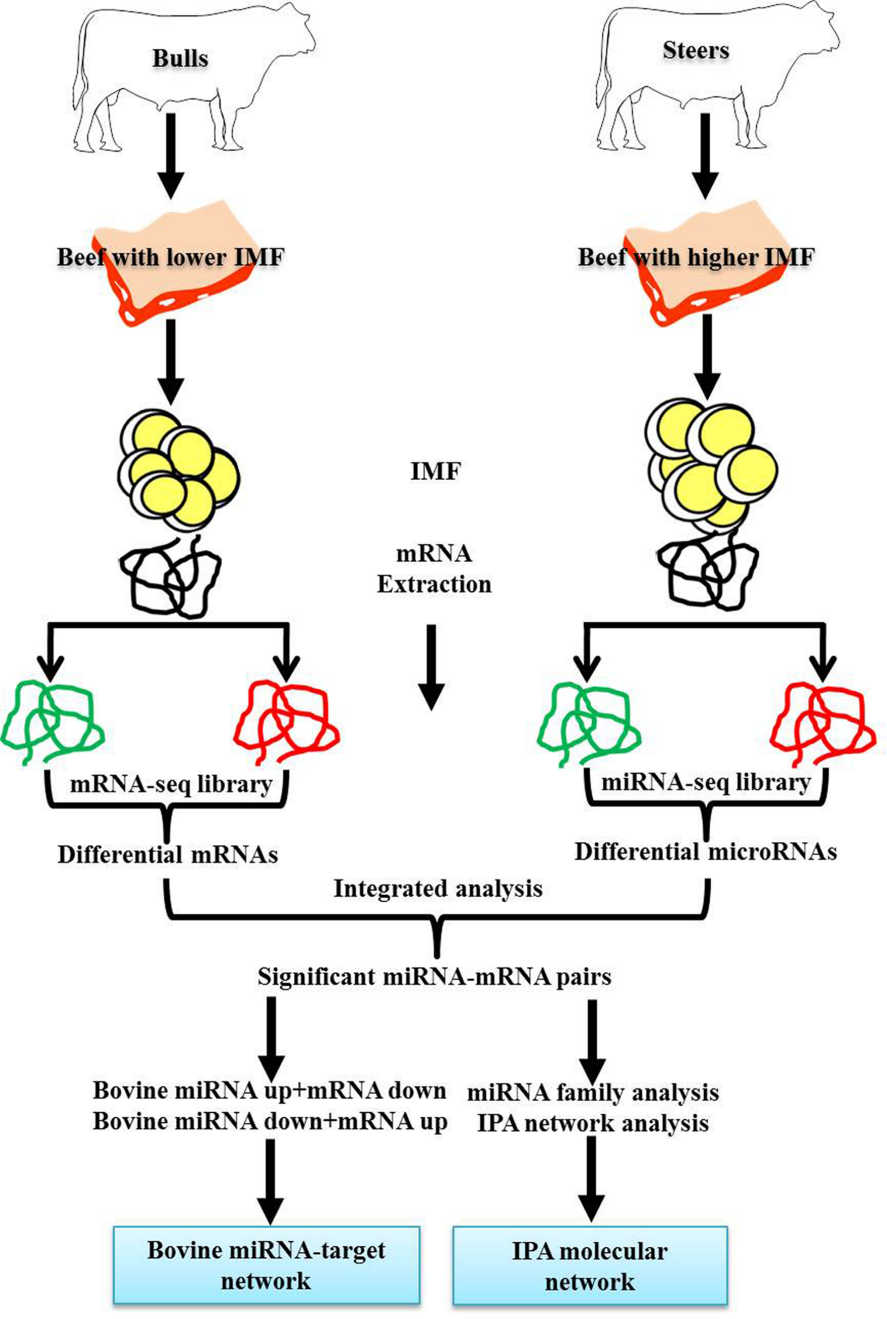
Outlines for establishing miRNA target networks and molecular network associated with intramuscular fat (IMF) regulation following castration.

**Fig 7:**
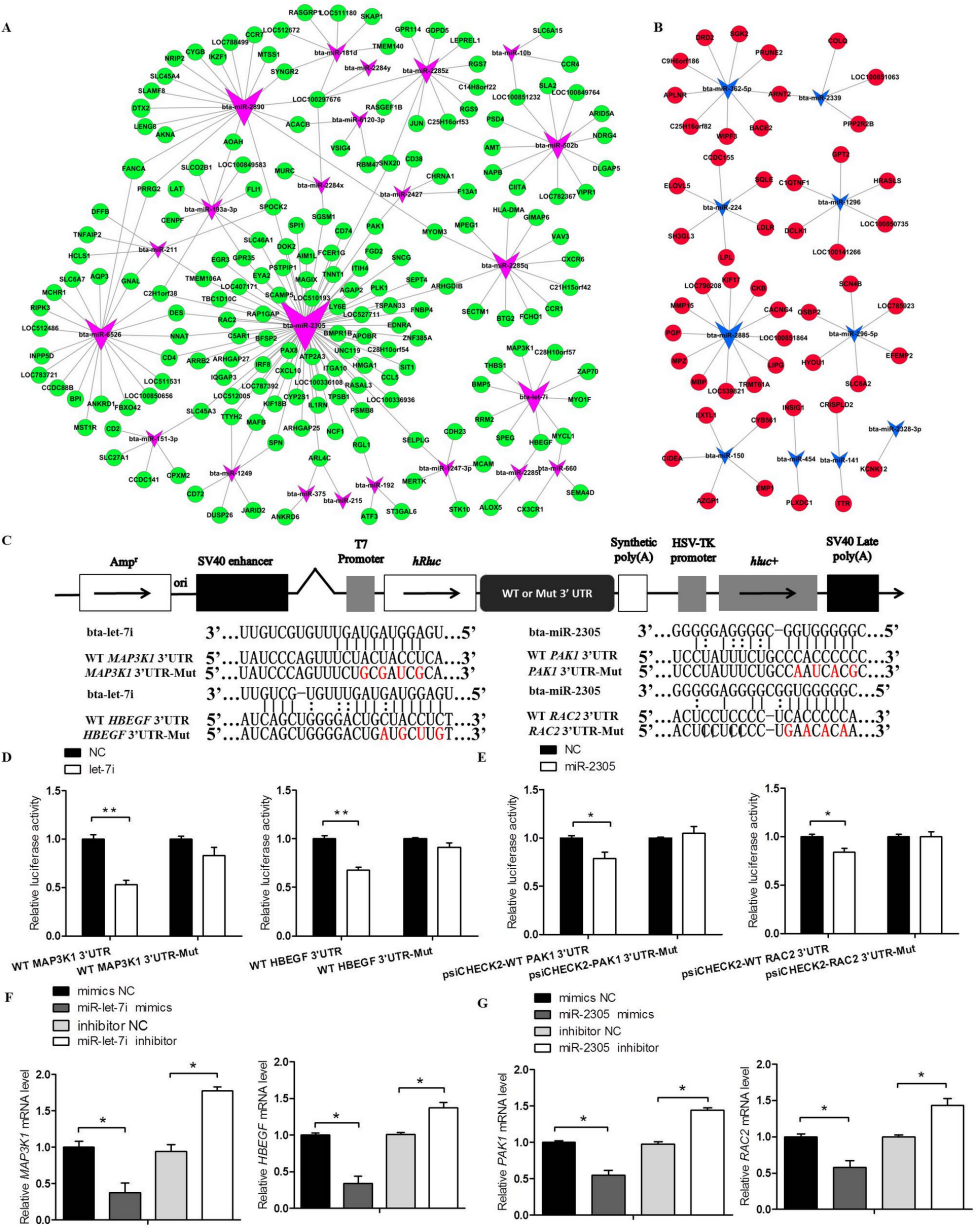
The microRNA-target network in intramuscular fat (IMF) tissues from steers. A: An up microRNA-down target network was constructed by integrating the expression change of predicted genes in IMF tissues from steers and bulls and functional annotations of these genes. B: A down microRNA-up target network was constructed by integrating the expression change of predicted genes in IMF tissues from steers and bulls, and functional annotations of these genes. C: Schematic diagram illustrating the design of the WT *MAP3K1*, *HBEGF*, *PAK1* and *RAC2* 3’UTR luciferase reporters (WT 3’UTR) or the corresponding site-directed mutant gene 3’UTR (3’UTR-Mut). D, E: Effect of *bta*-*let-7i*–mimic or *bta-miR-2305* mimic and its mimic-NC on luciferase activity in 293A cells transfected with either the WT 3’UTR or 3’UTR-Mut reporter. F: Effect of *bta-let-7i*-mimics, mimic-NC or *bta-let-7i*-inhibitor, inhibitor-NC on *MAP3K1* or *HBEGF* mRNA levels in bovine pre-adipocytes. G: Effect of *bta-miR-2305*-mimics, mimic-NC or *bta-miR-2305*-inhibitor, inhibitor-NC on *PAK1* and *RAC2* mRNA levels in bovine pre-adipocytes. The data are presented as the mean ± SEM. *P<0.05, **P<0.01. One-way ANOVA with a post-hoc test was used, and statistical differences between the two groups were determined by the independent samples t-test.

The dual luciferase reporter system was then used to validate the target genes described in Fig 7. To determine whether *bta-let-7i* and *bta-miR-2305* can directly target their predicted target genes, including *MAP3K1*, *proheparin-binding epidermal growth factor-like growth factor* (*HBEGF*), *serine/threonine-protein kinase* (*PAK1)* and *Ras-related C3 botulinum toxin substrate 2 (RAC2*), we designed luciferase reporter constructs that included either the wild- or mutant-type 3’-UTR of *MAP3K1*, *HBEGF*, *PAK1* and *RAC2* (Fig 7C). Of note, co-transfection with *bta-let-7i* and *bta-miR-2305* significantly suppressed luciferase activity (Fig 7D and 7E), and wild-type *MAP3K1*, *HBEGF*, *PAK1*, *RAC2* groups had approximately 48% (P<0.01), 33% (P<0.01), 22% (P<0.05) and 17% (P<0.05) less luciferase activity, respectively, than the corresponding NC groups. However, there was no discernable difference in luciferase reporter expression after independent transfection of wild-type and mutant constructs into bovine pre-adipocytes (Fig 7D and 7E). The effects of overexpression or suppression of *bta*-*let-7i* or *bta-miR-2305* on the levels of mRNA expression of endogenous *MAP3K1*, *HBEGF*, *PAK1* and *RAC2* were further examined. Bovine pre-adipocytes were transfected with *bta*-*let-7i* or *bta-miR-2305* mimics, inhibitor and NC. The qRT-PCR results showed that *bta*-*let-7i* or *bta-miR-2305* could markedly affect the expression of *MAP3K1*, *HBEGF*, *PAK1* and *RAC2* mRNA (P<0.05; Fig 7F and 7G). These results demonstrated that *MAP3K1* and *HBEGF* are targets of *bta-let-7i*, whereas *PAK1* and *RAC2* are targets of *bta-miR-2305*. This verification provides strong support for the construction of the known bovine miRNAs-mRNA pairs by negative correlation analysis. These DE miRNAs and their putative targets might be associated with the development of IMF tissues in CM cattle.

### Molecular network in bovine IMF potentially regulates IMF following bull castration

To generate a potential network of interacting DE genes and miRNAs in steers IMF that might be involve in regulating IMF deposition in steers cattle, miRNA family identification and IPA gene interaction network were analyzed. Among the 103 DE miRNAs screened by negative correlation analysis (|log2(FC)| ≥1, FDR <0.05; Energy ≤-20, Score ≥150), 23DE known bovine miRNAs were classified into miRNA families with sequence similarity in the seed regions and biological functions [30–33]. 

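Of the 23 known bovine miRNAs in Table 1, 14 had a log2 fold change above 0 and 9 below 0 here. By edgeR's test 7 were called upregulated and 4 downregulated. The other 12 had adjusted p from 0.0521 to 0.165, and the SE of the log2 fold changes ranged from 0.43 to 0.73 over the 23. Each of the 23 log2 fold changes lay within 0.110 of the value in the paper's table.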

A total of 16 DE known bovine miRNAs showed sequence homology with human miRNAs (Table 1).

**Table 1:** List of 23 DE bovine miRNAs in IMF tissues between steers and bulls and the identification results of miRNA family.

Bovine miRNA	Log2FC (steers /bulls)	FDR	Mature Sequence	Seed Region of miRNA Family (3’-5’)	Human miRNA
bta-miR-6526	4.758	4.37E-04	tcctgtgcctcgaatgggtatg	CCUGUGC	hsa-miR-1914-5p
bta-miR-2890	4.591	6.33E-03	gccccggccgctcccggcct	CCCCGGC	hsa-miR-4707-5p
bta-miR-2305	3.245	3.75E-04	cgggggtggcggggaggggg	GGGGGUG	hsa-miR-6752-5p
bta-miR-193a-3p	1.887	0.04	aactggcctacaaagtcccagt	ACUGGCC	hsa-miR-193a-3p
bta-miR-192	1.436	4.96E-06	ctgacctatgaattgacagccag	UGACCUA	hsa-miR-192-5p
bta-miR-1247-3p	1.311	2.66E-03	cgggaacgtcgggactggagc	GGGAACG	hsa-miR-1292-5p
bta-miR-151-3p	1.251	3.91E-05	ctagactgaagctccttgagg	UAGACUG	hsa-miR-151a-3p
bta-miR-6120-3p	1.152	3.65E-06	tatgttggacaacgtggatagc	AUGUUGG	hsa-miR-4781-3p
bta-let-7i	1.071	5.12E-05	tgaggtagtagtttgtgctgtt	GAGGUAG	hsa-let-7a-5p
bta-miR-141	-2.097	0.03	taacactgtctggtaaagatgg	AACACUG	hsa-miR-141-3p
bta-miR-224	-1.921	6.82E-04	caagtcactagtggttccgttta	AAGUCAC	hsa-miR-224-5p
bta-miR-454	-1.481	0.01	tagtgcaatattgcttatagggt	AGUGCAA	hsa-miR-130a-3p
bta-miR-362-5p	-1.422	0.01	aatccttggaacctaggtgtgagt	AUCCUUG	hsa-miR-362-5p
bta-miR-150	-1.117	0.04	tctcccaacccttgtaccagtgt	CUCCCAA	hsa-miR-150-5p
bta-miR-296-5p	-1.090	1.37E-03	gagggccccccccaatcct	AGGGCCC	hsa-miR-7160-3p
bta-miR-1296	-1.039	4.31E-03	ttagggccctggctccatctcc	UAGGGCC	hsa-miR-1296-5p
bta-miR-2427	2.341	2.56E-03	aggtcatttcaaagagggctg	GGUCAUU	/
bta-miR-2285z	1.406	2.83E-08	ccagaaagttcattcaggtcct	CAGAAAG	/
bta-miR-502b	1.398	5.20E-09	aatccacctgggcaaggattc	AUCCACC	/
bta-miR-2285t	1.192	4.93E-04	agaatctggatgaactttttgg	GAAUCUG	/
bta-miR-2285q	1.156	4.53E-02	aaggacctgaatgaactttctgg	AGGACCU	/
bta-miR-2483-5p	-1.869	7.83E-03	cgtcaaccatccagctgtttga	GUCAACC	/
bta-miR-2885	-1.083	0	cggcggcagcgccggggcg	GGCGGCA	/

Note: FC, Fold Change, FDR, False Discovery Rate. Differentially Expressed (DE) miRNAs were identified according to the following criteria: |log2(FC)|>1 and FDR<0.05.

These 16 DE miRNAs and their DE target genes (|log2(FC)| ≥1, FDR <0.05; Energy ≤-20, Score ≥150) were used for construct a gene interaction network in the IPA system. 

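Of the miRNAs in the network, edgeR's test called miR-2890 and miR-193a-3p upregulated and miR-141, miR-224 and miR-454 downregulated. MiR-454 was at 4.18 ± 0.798 CPM (SD, n = 2) in steers and 11.8 ± 2.75 in bulls, with a log2 fold change of -1.49 (SE 0.54, adjusted p = 0.0423 from edgeR). MiR-150 at -1.14 (SE 0.46, adjusted p = 0.0824 from edgeR) and miR-151-3p at 1.25 (SE 0.47, adjusted p = 0.0521 from edgeR) were not called, and neither were let-7i and miR-1296. Outside the genes that the text names, 35 genes of Table S12 were found, of which 7 were called upregulated and 28 downregulated in the pooled mRNA libraries. Log2 fold changes of those with a count in both pools ranged from 1.06 to 3.82 upward, with TTR the highest, and from -5.53 to -1.05 downward. TTR had 339 counts in steers and 22 in bulls (interval 3.20 to 4.52). DRD2, with 40 counts in steers and 0 in bulls, was at least 12.3-fold higher in steers against a floor of 3 counts, and HRASLS, with 10 and 0, at least 3.06-fold higher.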

Fig 8 shows that only 9 DE miRNAs (*bta-let-7i*, *bta-miR-1296*, *bta-miR-141*, *bta-miR-150*, *bta-miR-151-3p*, *bta-miR-193a-3p*, *bta-miR-224*, *bta-miR-2890*, and *bta-miR-454*) and 42 DE target genes were observed. Using IPA software, biological function analysis of these target genes showed that the most important functions of this network consisted of differentiation of adipocytes and metabolism of adipose tissue (S12 Table). From this analysis, *bta-let-7i* in the molecular network was selected for further analysis.

**Fig 8:**
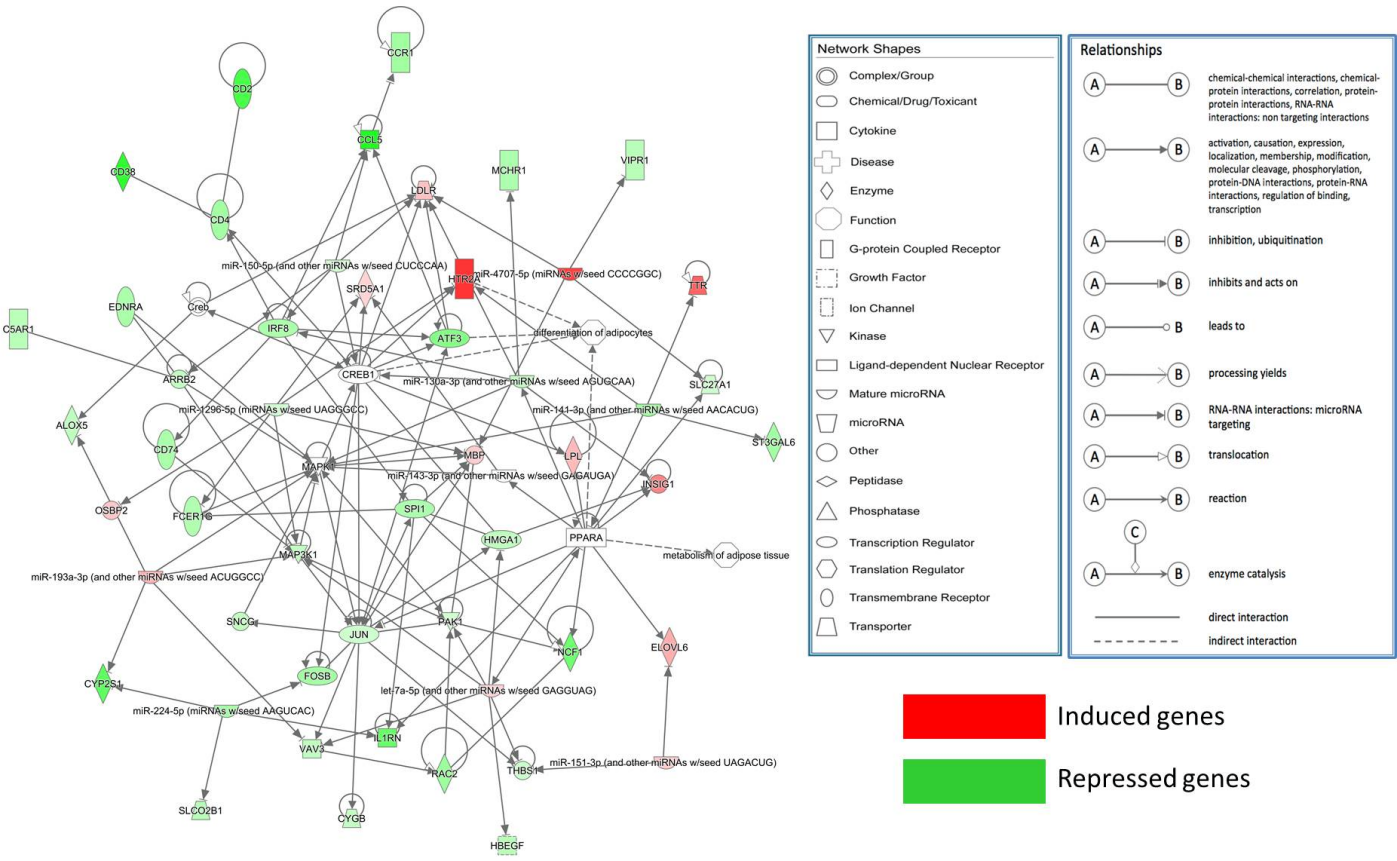
Molecular networks functionally associated with adipocyte differentiation and adipose tissues metabolism identified by Ingenuity Pathway Analysis (IPA).

### Function identification of miRNA in bovine IMF tissues

To investigate whether *bta-let-7i* are involved in bovine pre-adipocyte differentiation, the expression of *bta-let-7i* was suppressed. The *bta-let-7i* -inhibitor and its NC were transfected into pre-adipocytes, and *bta-let-7i* expression significantly downregulated (P<0.01, Fig 9A). After 6 d of differentiation, the number of lipid droplets was clearly decreased in the group of cells transfected with *bta-let-7i* inhibitor compared with the NC group (Fig 9B). Similarly, TGs concentration was significantly lower in the *bta-let-7i* inhibitor group (P<0.01, Fig 9C), and very few differentiated cells treated with *bta-let-7i* inhibitor expressed perilipin (Fig 9D), in which the expression levels of *peroxisome proliferator-activated receptor gamma* (*PPARG*) and *perilipin-1* (*PLIN1*) were markedly decreased (P<0.05, Fig 9F and 9G). These findings indicated that *bta-let-7i* could promote the differentiation of bovine pre-adipocytes, and also gives supports for the molecular network that helps direct further investigations of the miRNA-mediated physiological regulation in IMF tissue in cattle.

**Fig 9:**
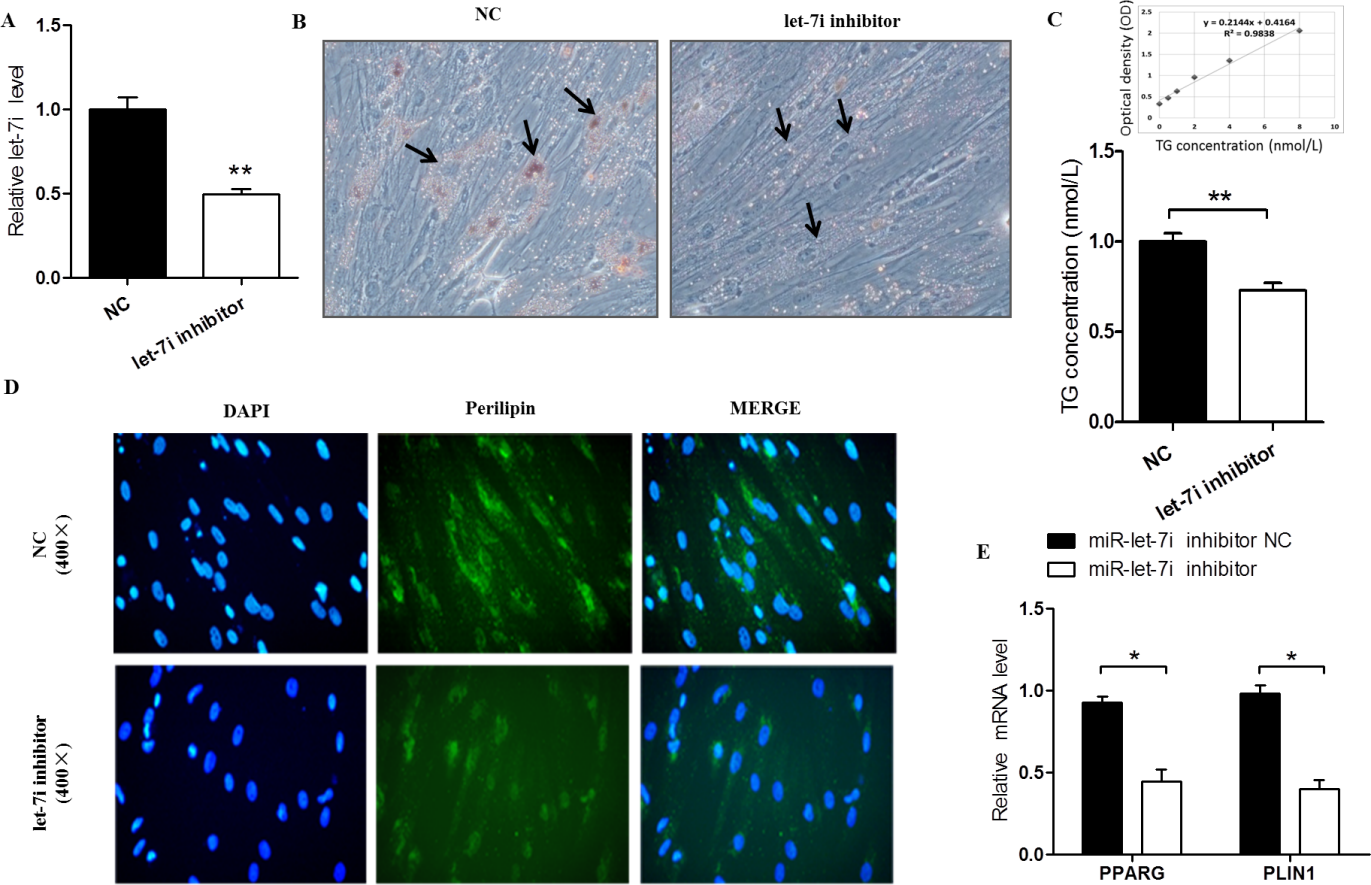
Function identification of miRNA in bovine intramuscular fat (IMF) tissues. A: Relative expression levels of *bta-let-7i* in the *bta-let-7i* inhibitor and inhibitor-NC groups. B: Lipid droplet formation in the inhibitor-NC and *bta-let-7i* inhibitor groups after differentiation induction (oil red O staining, 200×). The arrow indicates a differentiated adipocyte. C: Triglyceride (TGs) concentration showing the linear regression equation of the standard curve. D: Bovine pre-adipocytes were transfected with *bta-let-7i*-inhibitor and inhibitor-NC for 6 d and stained for adipocyte perilipin using anti-Perilipin A antibody (green) and DAPI (blue) (400×). E: qRT-PCR analysis measuring the relative level of adipogenic marker genes, including *PPARG* and *PLIN1*. Data are presented as the mean ± SEM. *P<0.05, **P<0.01. One-way ANOVA with a post-hoc test was used, and statistical differences between the 2 groups were determined by the independent samples t-test.

## Discussion

The content of IMF is closely associated with the meat quality of beef, which is one of the most important economic traits of beef production. In studying the effects of castration on the development of IMF deposition, steers had higher IMF contents and plasma lipid levels, including those of TC, LDL-C, and TGs, than the bulls group. However, testosterone levels following castration were clearly lower in the steers than the bulls. These results are reinforced by the meta-analysis performed by Whitsel *et al*. [41], who showed that the administration of intramuscular testosterone esters to hypogonadal men is associated with a small dose-dependent reduction of HDL-C concentrations and a decrease in TC and LDL-C in plasma. In orchidectomized mice fed a high-fat diet, Senmaru *et al*. [42] reported that testosterone deficiency could induce a markedly decreased serum TG level and increased LDL-C [43], which is consistent with our findings. Indeed, a common observation in several previous studies in pig and cattle has been a causal relationship between the accumulation of excess fat and low testosterone levels, regardless of where the fat deposits are located [5–7]. The possible reason of increased plasma lipids and IMF accumulation in steers may be that testosterone deficiency following castration diminishes the physiological effects of this androgen, such as reducing plasma lipids, increasing lipolysis by adipocytes and stimulation of androgen receptors [43]. However; others have demonstrated inconsistent results in castrated rodents [44]. The different effects of androgen deficiency on adiposity in these different species, including humans, could be explained by species-specific differences in the expression of genes involved in essential metabolic functions.

Little is known regarding the molecular mechanisms underlying the castration-induced promotion of IMF deposition in cattle. We have compared mRNAs and miRNAs to identify transcriptomic differences that may contribute to an increased IMF of cattle after castration using RNA-seq technology. To our knowledge, our work is the first to focus on IMF tissues to explore the mechanism of bovine IMF deposition after castration using the RNA-seq approach. By analyzing these DE genes and miRNAs, a microRNA-target network and an IPA molecular interaction network associated with lipogenesis and lipid metabolism has been established. The identified network might represent those regulations from miRNAs and mRNAs that underlie the development of IMF deposition after castration of bulls.

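In the pooled libraries SLC25A1 had 2818 counts in steers and 662 in bulls, a log2 fold change of 1.97 (counting interval 1.84 to 2.09). It lies on chromosome 17 of the paper's build from 75760455 to 75762568. ELOVL6 rose by 1.96 (1.79 to 2.14), ELOVL5 by 1.68 (1.52 to 1.85) and HSD17B12 by 1.73 (1.45 to 2.03). DBI at 1.07 (0.97 to 1.16) lay close to the threshold of 1, and with total counts it was at 0.83 and was not called. ACSL3 had 905 and 302 counts and a log2 fold change of 1.46 (1.27 to 1.65). ACSBG1 had 35 and 7 counts, with a wide interval of 1.01 to 3.62 around 2.20. ACSBG2, with 32 counts in steers and 0 in bulls, was at least 9.80-fold higher in steers against a floor of 3 counts in the library. Among genes of triglyceride synthesis, GPD1 rose by 1.42 (1.32 to 1.51) and GPAM by 1.45 (1.30 to 1.61).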

First, GO and KEGG pathway analyses showed that expression of genes involved in lipid metabolism, triglyceride and cholesterol biosynthetic process, fatty acid transportation and fatty acid biosynthetic process were differentially expressed in the steers compared with the bulls, which included glycolysis and pyruvate oxidation gene, such as *solute carrier family 25 member 1* (*SLC25A1*), NADPH generation genes such as *glucose-6-phosphate 1-dehydrogenase* (*G6PD*), fatty acid synthesis genes, such as *FASN*, *elongation of very long chain fatty acids protein 5* (*ELOVL5*), *elongation of very long chain fatty acids protein 6* (*ELOVL6*) and *17β-hydroxysteroid dehydrogenase isoform* (*HSD17B12*), fatty acid transportation genes, such as *Acyl-CoA-binding protein* (*DBI*), *LPL*, *long-chain-fatty-acid-CoA ligase1* (*ACSBG1*), *long-chain-fatty-acid-CoA ligase* (*ACSBG2*) *and Acyl-CoA synthetase long-chain family member 3* (*ACSL3*), and TGs synthesis genes, such as *glycerol-3-phosphate dehydrogenase* (*GPD1*), *glycerol-3-phosphate acyltransferase* (*GPAM*), *low-density lipoprotein receptor* (*LDLR*), *AGPAT2* and *DGAT2*. In contrast, fatty acid oxidation genes, such as *CPT1A*, *acetyl-coenzyme A carboxylase beta* (*ACACB*), and *enoyl-CoA hydratase* (*ECHS1*), were downregulated in the steers. 

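ECHS1, on chromosome 26 of the paper's build from 51765276 to 51774464, had 4384 counts in steers and 1724 in bulls. Its log2 fold change was 1.22 (interval 1.14 to 1.31), called upregulated, and 0.99 with total counts, where it was not called. The median over CPT1A, ACACB and ECHS1 was -1.02, at percentile 0.75 of the matched random lists, with 2 of the 3 genes below 0. This median is the value of ACACB alone. The study picked these genes from the same libraries, so the percentile is no independent test. Together the 3 genes took 0.0425% of the counts in steers and 0.0419% in bulls, so their summed share did not fall.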

TGs are major lipids that accumulate within myofibers and intramuscular adipocytes during IMF deposition [45]. The balance of synthesis and degradation of TGs including TGs biosynthesis, fatty acid mobilization, fatty acid transportation and oxidation determined the extent of fat accumulation in skeletal muscle [46]. By profiling hepatic gene expression by RNA-Seq in high-cholesterol-fed intact male pigs, castrated malepigs and castrated male pigs given testosterone replacement, Cai *et al*. [5] found that genes involved in fatty acid oxidation were downregulated in the liver tissues of castrated malepigs, whereas expression of fat synthesis genes increased [5]. In IMF tissues from the fatty pigs, higher expression levels of lipogenesis and fatty acid transportation genes occurred, whereas lipolysis genes were less expressed compared with lean pigs [47]. In *longissimus dorsi* muscle from castrated bulls, Jeong *et al*. [48] reported that castration shifts transcription of lipid metabolism genes, favoring IMF deposition by increasing adipogenesis, lipogenesis and triglyceride synthesis [7]. These results are in line with our findings in IMF tissues of steers. To date, few studies have explored the effects of castration on enzymes involved in TGs synthesis in adipocyte tissue [42, 48–50]. Jeong *et al*. [48] also reported that the mRNA level of *GPAM* in the *longissimus dorsi* muscle of steer is highly correlated with bovine IMF content (r = 0.74; P<0.001). Testosterone-deficient mice also had markedly increased *DGAT2* expression [42]. Results obtained in diacylglycerol:acyl-CoA acyltransferase (DGAT) deficient mice and 3T3-L1 cells overexpressing *DGAT2* have indicated the importance of this enzyme in energy production and fat accumulation [49,50]. In addition, *CPT1A*, which encodes a primary enzyme regulated in the overall mitochondrial fatty acid oxidation process, and *ACACB*, which coordinates the acute regulation of fatty acid oxidation along with *carnitine palmitoyltransferase1* (*CPT1*) and *malonyl-CoA decarboxylase* (*MCD*), were both downregulated in steers [51]. Together these findings suggest that the molecular mechanism of improved IMF in steers might be related to a higher capacity of lipogenesis and lower capacity of lipolysis directly induced by testosterone deficiency due to castration.

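ACACB had 72 counts in the steers pool and 135 in that of bulls, a log2 fold change of -1.03 (interval -1.46 to -0.61). The interval includes -1, and the adjusted p in the exact binomial test was 4.5e-06. Among the carnitine palmitoyltransferases, CPT1A had 891 normalized counts in steers and 2378 in bulls.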

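The genes JUN, MAP3K1, RAC2, PIK3CG, PIK3CD, PIK3R5 and KIT were all called downregulated in steers, with a median log2 fold change of -2.09, at percentile 0 of the matched random lists. PIK3CD had 97 counts in steers and 454 in bulls, a log2 fold change of -2.35 (interval -2.68 to -2.03). PIK3CG was at -2.25 and PIK3R5 at -2.10. KIT had 145 and 284 counts and a log2 fold change of -1.09 (interval -1.39 to -0.80). The study picked these genes from the same libraries.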

Our study also showed that most of the genes involved in the hormone-related signal transduction pathways, such as gonadotropin-releasing hormone (GnRH), estrogen, oxytocin and thyroid signaling pathways, were downregulated in the IMF of steers following castration, such as *transcription factor AP-1* (*JUN*), *MAP3K1*, *RAC2*, *phosphoinositide-3-kinase gamma polypeptide* (*PIK3CG*), *phosphatidylinositol 3-kinase*, *catalytic*, *beta polypeptide* (*PIK3CD*), *phosphoinositide 3-kinase regulatory subunit 5* (*PIK3R5*) and *receptor protein-tyrosine kinase* (*KIT*). Adipose tissue metabolism or pre-adipocyte proliferation and differentiation could be affected by gonadal steroid or peptide hormones, such as testosterone, estrogen, oxytocin and thyroid hormones [52–55]. Data from 3T3-L1 cells showed that dehydroepiandrosterone (DHEA) and 17β-estradiol directly influence the development of adipose tissue by reducing pre-adipocyte proliferation and differentiation [53]. Other studies have similarly demonstrated that DHEA induces anti-mitogenic effects when administered to pre-adipocytes from rats and pigs [56]. As regards thyroid, the findings from Oppenheimer *et al*. [55] showed that thyroid hormone only induces early increase in lipogenesis that serves to maintain fat stores, and then augments lipolysis in the rat. These findings suggest that the improved IMF of steers might be closely associated with a reduction in lipolysis hormone signaling due to castration, which might be explained by castration diminishing the negative feedback of the hypothalamic-pituitary-testicular axis [57]. Signal hormones, such as GnRH, estrogen and oxytocin, could affect mitogen-activated protein kinases (MAPK) signaling pathway, which is closely related to the process of adipogenesis [58]. *Mitogen-activated protein kinases 1* (*MAPK1*) expression is significantly decreased, whereas *PPARG* expression increased in the backfat of castrated male pigs compared with IM pigs, implying that MAPK signaling pathway is a vital pathway in fat deposition induced by castration [13]. We found that several genes involved in MAPK signaling pathway, such as *MAP3K1*, an *MAPK kinase 4* (*MKK4*) activator, *RAC2*, a *MAP3K1* activator, *and JUN*, a *c-Jun NH 2-terminal kinase* (*JNK*) activator, were all downregulated in the IMF of steers [59,60]. 

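JUN was the most abundant of these genes, with 2774 counts in the steers pool and 5383 in that of bulls and a log2 fold change of -1.08 (interval -1.15 to -1.01). With total counts JUN was at -1.32 and RAC2 at -2.43.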

Interestingly, the JNK/MAPK signaling pathway appears to represses adiposity in mesenchymal stem cells [61]. These findings indicate that the possible molecular mechanism of improving IMF accumulation in steers might be partly attributed to a negative regulatory mechanism of the MAPK signaling pathway.

Hormonal regulation of adipocyte metabolism is a complex process, and miRNA-target regulation is an essential response. A number of miRNAs related to lipid metabolism and adipogenesis were differentially expressed between bulls and steers, which included downregulated miRNAs, such as *miR-224*, *miR-33a*, *miR-1*, and *miR-141*, and upregulated miRNAs, such as *miR-10b*, *miR-193*, and *miR-181b*. 

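MiR-224 was at 40.6 ± 0.663 CPM (SD, n = 2) in steers and 156 ± 36.9 in bulls, with a log2 fold change of -1.94 (SE 0.48, adjusted p = 0.0015 from edgeR). It was called without either library of bulls, and was not called without either library of steers. MiR-141 had 6 and 6 counts in steers and 30 and 22 in bulls, with a log2 fold change of -2.08 (SE 0.67, adjusted p = 0.0194 from edgeR), and it was called with 0 of the 4 libraries left out. MiR-33a, at -1.18 (SE 0.54, adjusted p = 0.125 from edgeR), was not called. MiR-10b was at 247142 ± 46684 CPM in steers and 96736 ± 34734 in bulls, a log2 fold change of 1.35 (SE 0.40, adjusted p = 0.0123 from edgeR). It was called in 1 of the 4 fits that left out a library, and without the second library of bulls it was at 0.99. Of the miR-193 family, miR-193a-3p rose by 1.87 (SE 0.47, adjusted p = 0.00222 from edgeR) and was called, miR-193a at 1.03 (SE 0.53) was not, and miR-193b was at 0.07 (SE 0.50). The sign of miR-193b changed with total counts, without the filter, without the first library of steers and without the second library of bulls. MiR-181b rose by 0.58 (SE 0.49, adjusted p = 0.448 from edgeR) and was not called.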

*MiR-224* seem to inhibit adipocyte differentiation during early adipogenesis by decreasing *early growth response 2* (*EGR2*) and could regulate fatty acid metabolism by targeting *acyl-CoA synthetase long-chain family member 4* (*ACSL4*) at terminal differentiation [62]. Overexpression of *miR-33a* and *miR-33b* also reduces fatty acid oxidation and insulin signaling in hepatic cell lines by reducing *carnitine O-octaniltransferase* (*CROT*), *CPT1A*,*hydroxyacyl-CoA-dehydrogenase* (*HADHB*), *AMP kinase subunit-α* (*AMPKα*) and *insulin receptor substrate 2* (*IRS2*), which promote fatty acid oxidation and insulin signaling [63]. Upregulation of *miR-1* also occurs during the development of obesity in mice [64], whereas blocking *miR-193b* inhibits brown adipocyte adipogenesis by significantly inducing the expression of myogenic markers [65]. Moreover, *miR-140* markedly increases morbidly obese patients [66], whereas *miR-10b* regulates steatosis by directly targeting *peroxisome proliferator-activated receptor alpha* (*PPARA*), which is important in the cellular metabolic response to fasting [67]. Overexpression of miR-181a also accelerates the accumulation of lipid droplets in pigs by inhibiting the expression of *tumor necrosis factor alpha* (*TNFA*). Thus, our screening of functional miRNAs related to the regulation of IMF deposition after castration is reliable [68].

By negative correlation analysis of the DE miRNA and mRNA profiles with a relatively strict threshold (|log2(FC)|≥1, FDR<0.05; Energy≤-20, Score≥150), a miRNAs targets network was constructed (Fig 7A and 7B). The effects of castration on miRNA and mRNA expression do not appear to have been investigated in IMF tissue in a manner of integrative analysis. In the network, the most important genes targeted by the downregulated miRNAs include *ELOVL5*, *LPL*, *LDLR* and *kinesin superfamily motor protein 17* (*KIF17*), all known to be involved in lipid metabolism and adipogenesis, whereas other important genes targeted by upregulated miRNAs included *HBEGF*, *MAP3K1*, *paired box gene 8* (PAX8), *PAK1*, *RAC2*, *JUN* and *activating transcription factor 3* (ATF3), all known to be involved in hormone signaling pathway and the MAPK signaling pathway. 

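KIF17 had 70 counts in the steers pool and 0 in that of bulls, so it was at least 21.4-fold higher in steers against a floor of 3 counts. PAX8 had 20 and 51 counts, a log2 fold change of -1.47 (interval -2.30 to -0.70). ATF3 had 62 and 364 counts and a log2 fold change of -2.68 (interval -3.09 to -2.28).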

Interestingly, our data on targets validation provided strong evidence that *MAP3K1* and *HBEGF* are targets of *bta-let-7i*, whereas *PAK1* and *RAC2* are targets of *bta-miR-2305* (Fig 7C, 7D, 7E, 7F and 7G). We therefore hypothesize that these miRNAs can target sequences in these genes to regulate the deposition of IMF tissue following castration.

IPA molecular network analysis has also elucidated that there are 9 DE miRNAs and 42 DE mRNAs involved in differentiation of adipocytes and lipid metabolism (Fig 8). 

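In the miRNA libraries let-7a-5p was at 23768 ± 2088 CPM (SD, n = 2) in steers and 17599.6 ± 2389.51 in bulls. Its log2 fold change was 0.43 (SE 0.44, adjusted p = 0.541 from edgeR), which was not called, and it was -0.04 with total counts. The paper's Table 1 gives let-7a-5p as the human miRNA that shares the seed of let-7i.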

More particularly, our data indicate that the DE genes *HBEGF*, *MAP3K1* and DE miRNA *let-7a-5p* have previously been associated with adipogenesis and lipid metabolism (*e*.*g*. MAPK signaling pathway). Among them, *let-7a-5p* and *bta-let -7i* belong to the same miRNA family with seed-pairing regions (GAGGUAG). MiR-143 promotes adipocyte differentiation by targeting *MAPK1* in both human pre-adipocytes and mouse 3T3-L1 cells, indicating that these miRNAs could affect adipogenesis by regulating the *MAPK* signaling pathway [69]. *HBEGF*, one of the genes involved in the GnRH hormone signaling pathway, stimulates the growth of a variety of cells in an autocrine or paracrine manner, and has a close relationship with MAPK in non-transformed human mammary epithelial cells [70]. These findings implying that *bta-let-7i* might affect adipogenesis or lipid metabolism by affecting MAPK signaling pathway, which is supported by our findings from the functional identification of *bta-let-7i* on bovine pre-adipocytes. However, further research is needed to determine whether the *bta-let-7i* promotes bovine pre-adipocytes differentiation by directly targeting *MAP3K1* and *HBEGF*. These results provide evidence for using our methods of identifying the significant genes related to this biological function.

IPA analysis also showed that genes *JUN*, *MAP3K1*, *MAPK1*, *cyclic adenosine monophosphate* (cAMP) *response element-binding protein 1* (*CREB1*) and *PPARA* are probably the most critical ones in the bovine IMF tissues. 

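In the pooled mRNA libraries CREB1 and PPARA were not called. CREB1 had 51 counts in steers and 69 in bulls, a log2 fold change of -0.56 (interval -1.11 to -0.02), with an adjusted p of 0.101 in the exact binomial test. PPARA had 308 and 178 counts and rose by 0.67 (interval 0.40 to 0.94).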

Two well-characterized signaling pathways, including PPAR signaling pathway and MAPK/ cAMP response element binding protein (CREB) signaling pathway, stood out in our gene interaction hierarchy. PPARA is a nuclear receptor that regulates liver and skeletal muscle lipid metabolism and glucose homeostasis [71]. As a nuclear transcriptional factor, CREB is crucially involved in cell growth and differentiation, and is a phosphorylation substrate of several protein kinase pathways, such as adenylyl cyclase (AC)–cyclic adenosine monophosphate (cAMP)–Camp-dependent protein (PKA), Ca2+–calmodulin-dependent protein kinase (CAMK), MAPK–CREB and phosphatidylinositol-3-kinase (PI3K)–serine/threonine kinase (AKT) [72]. CREB is activated in 3T3-L1 cells treated with conventional differentiation-inducing agents that induce adipogenesis by binding to putative cAMP response elements (CREs) in several adipocyte-specific gene promoters, such as *phosphoenolpyruvate carboxykinase* (*PEPCK*), *fatty acid binding protein* (*FABP*), and *FASN*, and directly modulate their transcription [73].

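HTR2A, on chromosome 12 of the paper's build from 15794841 to 15860719, had 77 counts in the steers pool and 2 in that of bulls. The ratio of normalized counts was 35.4, with a counting interval of 9.47 to 297, and the adjusted p in the exact binomial test was 3.3e-18. With total counts the ratio was 30.0.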

Our findings indicate that *5-hydroxytryptamine receptor 2A* (*HTR2A*), the top DE gene in the molecular network, was upregulated with at least a 10.28-FC (FDR<0.05) in steers compared with bulls, which functioned in pathway Gap junction. In 3T3-L1 pre-adipocyte cells, tryptophan hydroxylase-1, a rate-limiting enzyme for the synthesis of serotonin (5-HT), is required for their differentiation, and the HTR2A antagonist inhibited adipocyte differentiation [74], which suggests that castration may activate the HTR2A-mediated pathway and consequently improve pre-adipocyte differentiation in the steers. Accordingly, it might be intriguing to experiment on the functionality of these genes in cattle to improve our understanding of the mechanisms causing the varied IMF performance.

## Conclusions

Through transcriptional analysis of the genes and miRNAs expressed in the IMF tissues of steers and bulls in Chinese Qinchuan cattle, we identified the genes, miRNAs and pathways that may affect the IMF phenotype of cattle. These DE genes and miRNAs were functionally related to lipid metabolism, TG biosynthesis, fatty acid metabolism, immune response and hormone signal transduction pathways, suggesting important roles of signaling pathways contributing to improved IMF deposition following castration of bulls. The findings highlight the essential functions of miRNA-target networks in determining IMF accumulation in steers. Combining molecular network and DE genes and miRNAs expression analysis, a molecular network that includes 9 DE miRNAs and 42 DE genes involved in adipocyte differentiation and metabolism of adipocyte tissues has been constructed in the IPA system. Our findings will expand the scope of further studies with genes and miRNAs relevant to bovine IMF deposition. The data provides more insights into the mechanisms to enhance the IMF deposition and meat quality of beef.

## Supporting information

S1 Table Primers used for qRT-PCR validation. (XLS) Click here for additional data file.

S2 Table Statistics of the raw and mapped reads from the RNA-seq analysis of IMF tissue from steers and bulls, respectively. (XLS) Click here for additional data file.

S3 Table List of differentially expressed genes between steers and bulls. (XLS) Click here for additional data file.

S4 Table List of highly enriched GO terms related to the upregulated genes in steers vs. bulls. (XLS) Click here for additional data file.

S5 Table List of highly enriched GO terms related to the downregulated genes in steers vs. bulls. (XLS) Click here for additional data file.

S6 Table List of highly enriched pathways related to the upregulated genes in steers vs. bulls. (XLS) Click here for additional data file.

S7 Table List of highly enriched pathways related to the downregulated genes in steers vs. bulls. (XLS) Click here for additional data file.

S8 Table Summary of the sequencing read alignments to the reference genome. (XLS) Click here for additional data file.

S9 Table Known bovine miRNAs expressed in the IMF from the steers and bulls cattle. (XLS) Click here for additional data file.

S10 Table Candidate novel bovine miRNAs expressed in the IMF from the steers and bulls cattle. (XLS) Click here for additional data file.

S11 Table A total of 101 DE miRNAs and their 534 DE target genes showing negative correlations in steers vs. bulls (Energy ≤-20, Score ≥150). (XLS) Click here for additional data file.

S12 Table Detail information on the molecular networks functionally associated with adipocyte differentiation and adipose tissues metabolism identified by IPA. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

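Intramuscular fat of Qinchuan steers and bulls was measured by mRNA-seq in 1 pooled library per group and by miRNA-seq in 2 libraries per group. The paper gives 6 animals behind each mRNA library and 3 behind each miRNA library, while the sample labels give 3 and 1, and the paper's numbers are used here. All animals were 24 months old. The steers had been castrated at 6 months. Libraries were grouped by the treatment in their labels, castrated or intact.

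The authors made the mRNA counts, as deposited, by removing adaptors and low-quality reads and aligning the rest to the bovine genome with MapSplice. The counting program and its use of strand are not named in the paper's text. The miRNA counts, as deposited by the authors, come from trimmed reads aligned with BWA to miRBase and the bovine genome, with miRNAs predicted by miRDeep and a search of the remaining reads against human, mouse and rat miRNAs. How reads that match several sequences were treated is not named there. Both kinds of values are raw counts without normalization. All 766 known bovine miRNAs that the paper's Table S9 lists have the same 4 counts there as in the deposited data. The normalized values in Table S3 are the deposited counts multiplied by 0.956 in steers and by 1.05 in bulls.

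For mRNA, counts were scaled with median-of-ratios size factors in numpy 2.4.6. Each gene's pair of counts was compared with an exact binomial test from scipy 1.17.1 (two-sided), with Benjamini-Hochberg adjustment over genes with at least 1 count in either library. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. With 1 library per group no test of the conditions exists, so the test compares 2 pooled libraries. Intervals are 95% Clopper-Pearson intervals and cover counting error only, since reads are not independent molecules. A fold against a count of 0 is given as a lower bound against a floor of 3 counts in that library.

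For gene lists, the median log2 fold change with a prior of 0.5 counts was compared with 10000 random lists of the same size, matched on deciles of mean expression. This is a description of the 2 libraries and gives no p. The lists were skeletal muscle, adipocyte, B lymphocyte, T lymphocyte, myeloid, erythroid, fibroblast and matrix, endothelial and epithelial genes, and the paper's genes of fatty acid synthesis, fatty acid transportation, triglyceride synthesis, fatty acid oxidation, and hormone and MAPK signaling. A further 4 lists were written after the counts had been seen, of cholesterol synthesis, slow muscle fibres, fast muscle fibres and adipocyte genes outside lipid synthesis. The last of these is the adipocyte list without its 6 genes called upregulated here and 1 that is not in the table. For miRNAs there were lists of muscle, erythroid, immune and epithelial miRNAs, written after Fig. 5D and Table S9 had been read. All lists were written from general knowledge of cell types and pathways, except those of the paper's genes. The tissue and cell type lists named first were written before the counts were seen, but after the paper's tables and figures had been read. Their hit rates and percentiles are therefore not blind to the paper's results.

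For miRNA, all sequences that passed edgeR's filterByExpr were fitted together in edgeR 4.0.16 under R 4.3.3, with TMM factors, glmQLFit and glmQLFTest on group. The standard error is the absolute log2 fold change divided by the square root of the F statistic. A sequence was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. List tests used fry of limma 3.58.1 on the same fit. The predicted sequences include those that also match a miRNA of another species.

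Both tests were tested on simulated data with the depths of the deposited libraries and 200 changed genes or sequences. The alternatives were other scalings, other filters on low counts, assumed biological coefficients of variation for mRNA (0.1, 0.2 and 0.4), DESeq2 1.42.0 and limma-voom for miRNA, the replicate number as a block, known bovine miRNAs alone, 1 miRNA per set of overlapping sequences, each miRNA library left out in turn, and no fold change threshold. They and the rule for naming genes were fixed before the data were examined. The genes and miRNAs named are those of the paper's text, Figs. 3C, 5D and 5E, Tables 1 and S12, and the 5 largest rises and the 5 largest falls beyond those, taken among mRNA genes past the threshold with at least 10 counts in each library and among known bovine miRNAs past it whose groups do not overlap.

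Positions of genes are those of Table S3 on the paper's genome build. EBSeq, the tool the paper used for both data types, was not used here. Targets of miRNAs were not analysed here, since that needs gene sequences, and neither were the qRT-PCR, reporter, cell and serum data. Enrichment of GO terms and pathways was not repeated, and gene lists are given instead. The values of some single genes are not reported here.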

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

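The tests in this part were all chosen after the result had been seen, apart from the list medians of skeletal muscle and epithelial genes.

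The paper does not discuss muscle fibre genes, and 7 genes of slow muscle fibres were lower in the steers pool, with a median log2 fold change of -2.27. All 7 were called downregulated, with 3063 counts in steers and 11871 in bulls. MYL2 had 1060 and 4711 counts, MYH7 675 and 2906, and TNNT1 485 and 1801. The list was written after the skeletal muscle list, with a median of -0.54 at percentile 0 of matched random lists, had been looked at, and 4 of its genes are also in that list. It is given because genes outside those the paper discusses differed beyond their counting error. Less muscle RNA of every kind in the steers pool would lower fast fibre genes alike. The 15 fast fibre genes with a count, 13 of them also in another list, had a median of 0.01 at percentile 22.13, which changed sign with TMM (-0.01) and with total counts (-0.23). The slow median minus the fast one was -2.28, beyond the counting error of both, which argues against less muscle RNA of every kind as the whole cause. A lower share of slow fibres in the piece of tissue that was dissected stays open, and so does an effect of castration on fibre type, which was not tested. In the miRNA libraries, miR-208b and miR-499, which lie in introns of slow myosin genes, had log2 fold changes of -1.04 and -1.76. Their median lay at -0.53 relative to that of miR-1, miR-133a, miR-133b and miR-206. By the criterion written for this test a value below 0 would favour a lower share of slow fibres, but a condition of more than 2 standard errors was added after the value had been seen, and the SE of the single miRNAs was about as large as the difference (0.47 for miR-499). The miRNA libraries therefore leave open whether slow fibres differ. With 1 pool per group, a difference between the animals or the dissections of the 2 pools cannot be told apart from one between the conditions.

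Genes of epithelial cells, also outside those the paper discusses, were higher in the steers pool, with 436 counts in steers and 60 in bulls over 9 genes. Their median log2 fold change was 1.80, at percentile 99.99 of the matched random lists, and 1.34 with a prior of 5 counts. Most of the counts were from keratin genes, with 148 and 7 counts for KRT8, 74 and 1 for KRT7, 102 and 19 for KRT19 and 77 and 20 for KRT18, while KRT5 had 3 and 3. Few epithelial cells in the steers pool are a candidate source. They would also bring EPCAM, CDH1, ESRP1 and CLDN4, of which 2 rose with a counting interval that excludes 0, EPCAM with 8 counts in steers and 0 in bulls and CLDN4 with 14 and 4. CDH1 had 10 and 5 counts and ESRP1 0 and 1. These 4 genes are too scarce to decide whether epithelial cells in the steers pool carried the rise, and keratin expression by other cells stays open. The epithelial list of miRNAs does not settle it either, since 2 of its 8 miRNAs were tested and these went in opposite directions, miR-141 down and miR-375 up. An effect of castration was not tested, as each group has 1 mRNA pool.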

How the results depend on the processing

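Of the alternatives described here, none was added after the data had been seen, and the prior counts apply to list medians alone. The replicate numbers of steers and bulls share only a number.

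For mRNA, the direction of each named gene with a count in both pools was kept under TMM factors and both filters. Of 310 comparisons, 283 stayed within the counting interval and 27 moved beyond it, all 27 with total counts. Among the genes reported here, SRD5A1, DBI, MBP and ECHS1 fell under the threshold of 1 with total counts (0.82, 0.83, 0.98 and 0.99). The numbers of calls moved by more than 1.5-fold without a fold change threshold (3535 up and 3254 down), with at least 10 counts in each library (458 up), and with an assumed biological coefficient of variation of 0.2 (368 and 762) or 0.4 (52 and 93). The first follows from the lower bar and the others from fewer genes tested or a larger assumed spread. Those with TMM (753 and 1471), total counts (539 and 2006), at least 10 counts together (765 and 1417) and a coefficient of 0.1 (681 and 1249) stayed within 1.5-fold.

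With total counts the median of all genes was at -0.24. This scaling moved 12 list medians beyond their counting interval and left 6 within it. Those moved were skeletal muscle (-0.78), adipocyte (0.00), myeloid (-1.94), fibroblast and matrix (0.70), endothelial (-0.43), fatty acid synthesis (1.61), triglyceride synthesis (1.18), hormone and MAPK signalling (-2.33), cholesterol synthesis (0.61), slow fibre (-2.51), fast fibre (-0.23) and adipocyte genes outside lipid synthesis (-0.32). A prior of 5 counts drew in lists of scarce genes, B lymphocyte to -1.03, T lymphocyte to -2.74, erythroid to 0.75 and epithelial to 1.34. The fast fibre list changed sign with both TMM (-0.01) and total counts, and the adipocyte median with total counts was 0.00454. The other mRNA lists kept their sign under the alternatives run.

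For miRNA, the numbers of calls depended on most choices. With total counts edgeR called 0 known bovine miRNAs up and 0 down, and 1 and 0 over all sequences, while 152 known miRNAs and 298 sequences had an unadjusted p under 0.05. The coefficient of variation between replicates rose from 0.339 to 0.414 in that fit, and the cause was not tested. DESeq2 (22 up and 23 down), limma-voom (14 and 24), RLE (23 and 28), upper quartile (28 and 21) and 1 miRNA per set of overlapping sequences (17 and 27) stayed within 1.5-fold for known miRNAs. Without a filter 7 known miRNAs were up and 15 down (34 and 36 over all), as more sequences were tested. With at least 10 counts in every library 11 known were up (36 and 50 over all), and the cause was not tested. Fitting known bovine miRNAs alone gave 39 up and 36 down, with a coefficient of variation of 0.234. The cause of this lower spread was not tested. Without a fold change threshold the calls were the same as with it.

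The replicate number as a block gave 33 known miRNAs up and 55 down, and 133 and 119 over all sequences. The deviations of the first libraries of steers and bulls from their group means had a correlation of 0.304 over sequences. The replicates share only a number, so the block has no stated meaning and was not used.

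With each miRNA library left out in turn, the arm left with 1 library is assumed to vary like the other. The known miRNAs called up then ranged from 3 without the second library of steers to 42 without the first of bulls, and those called down from 2 without the second of steers to 37 without the second of bulls. Over all sequences the range was 20 to 110 up and 6 to 45 down, with 14 down without the first library of steers and 41 without the first of bulls. These fits rest on fewer libraries. The common biological coefficient of variation was 0.361 without either library of steers, and 0.335 and 0.336 without the first and the second of bulls. Of the 42 named miRNAs called, 5 were called in every such fit, miR-2285y, miR-2305, miR-2339, miR-2890 and miR-6526, and 17 under every other alternative that tested them except total counts, under which 0 were. Among these 17, miR-211, miR-490, miR-671, miR-2285y, miR-2305, miR-2339, miR-2355-5p and miR-6526 were not tested with at least 10 counts in every library, nor miR-2285y with 1 miRNA per set of overlapping sequences. The fits with a library left out kept 14 calls without the first library of steers, 5 without the second, 25 without the first of bulls and 24 without the second.

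Among single miRNAs, 683 of the comparisons kept direction and side of the threshold, 203 fell below the threshold, 64 passed it and 5 changed sign. Sign changed for let-7a-5p with total counts (-0.0355) and for miR-193b with total counts (-0.38), without a filter (-0.0115), without the first library of steers (-0.25) and without the second of bulls (-0.31), and miR-193b ranged from -0.31 to 0.71 with a library left out. Neither was called.

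Of the miRNA lists, fry called the erythroid (-2.29) and immune (-1.11) lists with total counts alone. The epithelial list, of 2 miRNAs, was at 0.0603 with RLE and between -0.21 and 0.27 with a library left out, with 0.181 without the first library of steers, and the immune list between -1.20 and 0.0393, reaching 0.0393 without the first library of bulls. The cause was not tested. With at least 10 counts in a group, 402 known precursors were detected in steers, 408 in bulls and 374 in both, as the bar is higher.

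Depth limits what the mRNA pools show, since genes with fewer than about 10 counts have wide intervals, as for HTR2A (9.47 to 297). The miRNAs with few counts, such as miR-141, are limited in the same way.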

Differences from the paper's values

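No test here was chosen after the result was seen. The paper gives HTR2A a fold change of at least 10.28 in its text, and the ratio of normalized counts here was 35.4. It was 34.9 with TMM, 30.0 with total counts and 35.4 with at least 10 counts together, and none of these alternatives, set before the data were examined, brings it within 1.5-fold of the paper's number. The paper gives that number as a lower bound, and all of these ratios lie above it. With at least 10 counts in each library HTR2A was not tested. On the log2 scale the value here was 5.14, and the paper's Table S3 gives 5.14 as well. The paper's 10.28 equals 2 times 5.14, and whether its text gives a ratio of counts is not settled here.

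The paper's text lists ECHS1 among genes of fatty acid oxidation that fell in steers. Here ECHS1 had 4384 counts in steers and 1724 in bulls and rose by 1.22 on the log2 scale, as Table S3 also lists it. With total counts it was at 0.99 and not called. The other 2 genes, CPT1A and ACACB, fell by 1.42 and 1.03.

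The paper's text places more homologous precursors in bulls than in steers. Here 1951 homologous mature sequences had a count in steers and 1782 in bulls, and Fig. 5B also shows more in steers. The sequences counted here are mature ones, not precursors.

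The paper calls all miRNAs of Fig. 5D, and edgeR's test called 29 of the 51 tested here. The 22 others had log2 fold changes over 1 in size in the paper's direction. Of these 22, the replicate number as a block called 20, known bovine miRNAs alone 14, leaving out the first library of bulls 10, upper-quartile scaling 6, DESeq2 5, RLE 3, at least 10 counts in every library 1 and leaving out the second library of bulls 1. MiR-1296 was called under none of the alternatives. Let-7i was called by DESeq2, with the block, with known bovine miRNAs alone and without the first library of bulls. MiR-362-5p was called with the block, with known bovine miRNAs alone and without the second library of bulls, and miR-33a with the block alone. MiR-202 did not pass the filter, and it was called without the filter (3.87), without the first library of steers (4.59), and without the first (3.39) or the second (7.07) library of bulls.

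The paper's text names miR-181b among upregulated miRNAs, and Fig. 5D shows miR-181d. MiR-181b was at 0.58 and was called under none of the alternatives. MiR-181d was at 1.16 (SE 0.46) with an adjusted p of 0.073 in edgeR's test, and it was called with upper-quartile scaling, with the block, with known bovine miRNAs alone and without the first library of bulls. The text also calls let-7a-5p differentially expressed, which Table 1 pairs with let-7i. Let-7a-5p itself was at 0.43 and was called under none of the alternatives.

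Table S3 lists 8 genes that were not called here in its direction. ADCY5, BCL10, ITGA10, KLHL25 and SMS lay at the threshold with log2 fold changes from -0.997 to -0.992. The identifiers of the other 3 are numbers that could not be matched to a gene. A further 197 genes were called upregulated and 332 downregulated here and are not in Table S3. That table gives 177 genes a log2 fold change of 20 in size, which no ratio of these counts gives, and 176 of these have a count of 0 in a library.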

Other observations

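In this part the tests on leukocytes, on the share of adipocytes, on scaling, on opposite strands and on other let-7 miRNAs were chosen after the result had been seen.

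Leukocyte genes were lower in the steers pool. A factor for a whole library would lower every list alike, and the higher of the T lymphocyte and myeloid medians minus that of endothelial genes was -1.51, beyond the counting error of both, which argues against scaling as the whole cause. Fewer leukocytes of every kind would lower the lists of B lymphocyte, T lymphocyte and myeloid genes together, and the highest of the 3 medians was -1.70, while that of endothelial genes was -0.19. A lower share of leukocytes in the steers pool is thus a candidate explanation, found and tested on the same 2 libraries. Lower expression per cell, a difference in dissection or blood content, and an effect of castration stay open. In the miRNA libraries 9 of 9 immune miRNAs lay below 0, with a median of -0.71 at percentile 7.11, and fry gave an adjusted p of 0.231 for the list. Without the first library of bulls this median was 0.0393.

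Genes of lipid synthesis were higher in the steers pool. The lowest median of the fatty acid synthesis list under 3 scalings was 1.61. The study picked these genes from the same libraries, and total counts moved the median of all genes only to -0.24. A median over 1 was therefore nearly certain, and the test decides little. The values show only that choosing among the 3 scalings did not remove the rise. A larger share of adipocytes would also raise adipocyte genes outside lipid synthesis. The 13 such genes, all of them also in another list and 2 named by the study, had a median of -0.0842 at percentile 4.31, with ADIPOQ, PLIN1 and FABP4 below 0 and RBP4 and CIDEC above it. This list leaves out the 6 genes of the adipocyte list that were called upregulated, so its median decides nothing, and a larger share of adipocytes stays open. Higher activity of sterol-responsive transcription would raise genes of cholesterol synthesis, and their list lay at percentile 100 of the matched random lists. The test was written before these genes were looked at, apart from those the study names, but after the paper's enriched terms had been read, which name cholesterol biosynthesis. Such transcription may therefore be raised in the steers pool, and whether castration or a difference between the animals lies behind it was not tested.

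The counts of some known miRNAs equal those of a miRNA on the opposite strand. Of 18 pairs with reverse-complement sequences, 5 (27.8%) had counts within 10% of each other in all 4 libraries, compared with 0 of 12 overlapping pairs on the same strand and 3 of 380 pairs of neighbours in expression (0.789%). MiR-3600 and miR-22-3p had 224298 and 225656 counts in the first library of steers, and the other pairs were miR-199a-3p with miR-3604, miR-3596 with let-7b, miR-2957 with miR-152 and miR-6529a with miR-6529b. Reads counted for a sequence and its reverse complement alike are a candidate explanation, and none of these 10 miRNAs was called by edgeR. The tolerance and the count minimum of this test were set after pairs had been seen. No biological explanation was tested.

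The miRNAs miR-2890 and miR-2305, among the largest rises, are rich in G and C, as is miR-2885, which had a log2 fold change of -1.13 and was not called. GC content would raise other such miRNAs too, but without these 3 the median log2 fold change of known miRNAs with at least 70% GC lay only 0.11 above that of the others, which argues against a general effect of GC content. An effect of castration stays open.

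Let-7i was at 1.05. The abundant miR-143 and miR-10b took a larger share of the counts in steers. Leaving both out moved let-7i by 0.35 with total counts, from 0.63 to 0.98, and to 1.11 with TMM. Since a larger share of the counts in steers lowers every other miRNA there, leaving them out can only raise let-7i with total counts, so this test decides nothing. Reads of other let-7 miRNAs counted for let-7i would raise let-7i no more than those, and let-7i lay 0.64 above the median of 8 others (0.41, from -0.86 to 0.65). By the written criterion this would exclude such reads as the cause, but the difference is within 2 standard errors, a condition added afterwards. Reads of other let-7 miRNAs and an effect of castration therefore stay open for let-7i.

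Of 24 skeletal muscle genes, 6 were called downregulated and 2 upregulated, and 17 of the 26 genes of the full list are also in another list. Erythroid genes had 48 counts in steers and 8 in bulls and a median of 2.51 at percentile 99.86, and HBB, with 21 and 1 counts, was the 1 gene called. With genes at 0 set to their bound the median was 1.29 over 3 genes. Muscle miRNAs had a median of -1.02 at percentile 0.86, and fry gave an adjusted p of 0.172, with 6 of 6 below 0. For erythroid miRNAs the median was -1.79 at percentile 0.74 (fry adjusted p of 0.231), with miR-144 and miR-451 below 0 and miR-486 above it. For the 2 epithelial miRNAs tested it was -0.02 at percentile 58.05 (fry adjusted p of 0.863). Several miRNAs of these lists were known from Fig. 5D when the lists were written.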
